# Biallelic non-productive enhancer-promoter interactions precede imprinted expression of *Kcnk9* during mouse neural commitment

**DOI:** 10.1016/j.xhgg.2024.100271

**Published:** 2024-01-30

**Authors:** Cecilia Rengifo Rojas, Jil Cercy, Sophie Perillous, Céline Gonthier-Guéret, Bertille Montibus, Stéphanie Maupetit-Méhouas, Astrid Espinadel, Marylou Dupré, Charles C. Hong, Kenichiro Hata, Kazuhiko Nakabayashi, Antonius Plagge, Tristan Bouschet, Philippe Arnaud, Isabelle Vaillant, Franck Court

**Keywords:** genomic imprinting, chromatin looping, brain-specific expression, remote transcriptional control, Birk-Barel

## Abstract

It is only partially understood how constitutive allelic methylation at imprinting control regions (ICRs) interacts with other regulation levels to drive timely parental allele-specific expression along large imprinted domains. The *Peg13-Kcnk9* domain is an imprinted domain with important brain functions. To gain insights into its regulation during neural commitment, we performed an integrative analysis of its allele-specific epigenetic, transcriptomic, and *cis*-spatial organization using a mouse stem cell-based corticogenesis model that recapitulates the control of imprinted gene expression during neurodevelopment. We found that, despite an allelic higher-order chromatin structure associated with the paternally CTCF-bound *Peg13* ICR, enhancer-*Kcnk9* promoter contacts occurred on both alleles, although they were productive only on the maternal allele. This observation challenges the canonical model in which CTCF binding isolates the enhancer and its target gene on either side and suggests a more nuanced role for allelic CTCF binding at some ICRs.

## Introduction

The functional specialization of each cell and tissue type, which is crucial in multicellular organisms, is based on their capacity to respond to developmental and environmental cues by generating specific gene expression profiles. The general principles governing this process have been identified. Key regulatory DNA sequences, sequence-specific transcription factors, epigenetic modifications, and the spatial organization of the genome interact to regulate gene expression levels,^1^ raising the question of how their coordinated action is orchestrated. In mammals, this question is particularly important for imprinted genes that are expressed in a parent-of-origin-specific manner.

Genomic imprinting is a key developmental process whereby some mammalian genes are expressed by only one allele, depending on their parental origin. Most of the 200 imprinted genes identified to date are involved in crucial biological processes, such as cell proliferation, fetal and placental growth, energy homeostasis, and metabolic adaptation.^2^ Genomic imprinting also plays a central role in brain function and behavior, and many imprinted genes are expressed only in neural lineages.^3^ Consequently, misregulation of imprinted genes is causally implicated in severe neurobehavioral disorders such as Prader-Willi and Angelman syndromes.

In humans and mice, most imprinted genes are organized in evolutionarily conserved genomic clusters that contain two or more maternally and paternally expressed genes in large regions (up to several megabases in size). In each cluster, allele-specific expression is primarily regulated by DNA methylation at discrete *cis*-acting regulatory elements known as imprinting control regions (ICRs). Each ICR overlaps with a differentially methylated region (DMR) that harbors allelic DNA methylation inherited from the male or female gamete and subsequently maintained throughout development (i.e., germline DMR). The resulting constitutive allelic DNA methylation at ICRs is critical for orchestrating the allele-specific expression along the imprinted domain by influencing a combination of regulatory mechanisms, some of which are tissue specific, leading to the complex and specific spatiotemporal expression pattern of imprinted genes.^2^ Specifically, histone modifications, *cis*-spatial organization, and tissue-specific regulatory regions have all been documented to contribute, along with DNA methylation, to this long-range, ICR-mediated, tissue-specific regulation of imprinted domains.^4^^,^^5^ Several studies have correlated tissue-specific imprinted expression at imprinted genes with tissue-specific differences in histone modifications at their promoter region.^6^^,^^7^^,^^8^^,^^9^ For example, placenta-specific paternal deposition of the repressive marks di-methylation of lysine 9 on histone H3 (H3K9me2) and tri-methylation of lysine 27 on histone H3 (H3K27me3) contributes to the placenta-specific maternal expression at a subset of genes in the mouse *Kcnq1* domain.^10^^,^^11^^,^^12^ In addition, at the maternally methylated ICRs, all of which are also promoters, timely developmental loss or gain of the repressive H3K27me3 mark on the paternal allele contributes to the appropriate tissue-specific paternal expression.^13^ Allelic methylation at ICRs may also influence long-range chromatin interactions between enhancer and promoters along imprinted domains. Such interactions between regulatory elements and their target genes are facilitated by sub-chromosomal structures called topological associated domains (TADs).^14^ A study on the *H19-Igf2* and *Dlk1-Gtl2* domains, which are controlled by a paternally methylated ICR, showed that binding of the methyl-sensitive and boundary protein CTCF to the unmethylated allele of the ICR induces an allele-specific sub-TAD organization that might facilitate the establishment and maintenance of the imprinted transcriptional program.^15^ This observation is in line with previous studies showing that allelic methylation and allelic CTCF binding at *H19* ICR are both critical for mediating parent-specific chromatin loops and ensuring timely and allele-specific enhancer-promoter interactions along the *Igf2-H19* domain.^16^^,^^17^^,^^18^ A recent study showed that allele-specific CTCF binding at a post-implantation DMR (secondary DMR) structures the *Grb10-Ddc* locus to direct proper enhancer-promoter interactions in the developing heart. This further illustrates the interplay between DNA methylation and CTCF binding to control instructive allelic chromatin configurations at imprinted loci.^19^ The observation that CTCF binds to the ICRs of various imprinted loci^20^ suggests that the allelic chromatin structure may be a commonly used strategy whereby ICRs direct mono-allelic expression along large genomic imprinted domains. However, for most imprinted clusters, this hypothesis has not been formally evaluated.

Altogether, these data highlight that deciphering how constitutive allelic DNA methylation at ICRs can direct tissue- and stage-specific allele-specific expression along imprinted domains requires the simultaneous analysis of the dynamics of multiple layers of regulation during cell identity acquisition. Here, to gain insights into the regulation of the *Peg13-Kcnk9* domain during neural commitment, we precisely monitored the allele-specific epigenetic, transcriptomic, and *cis*-spatial organization using a mouse stem cell-based corticogenesis model that recapitulates the *in vivo* epigenetic control of imprinted gene expression.^21^ The *Peg13-Kcnk9* domain is evolutionarily conserved with important functions in the brain. It contains five genes, two of which are imprinted in both humans and mice: the paternally expressed non-coding RNA *PEG13* and the potassium channel gene *KCNK9*, which is maternally expressed specifically in the brain. The other three genes, *TRAPPC9*, *CHRAC1*, and *AGO2*, are not imprinted in humans, whereas they are preferentially expressed by the maternal allele in the mouse brain.^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^ Mutations in these genes are associated with neurodevelopmental and neurological disorders,^28^^,^^29^^,^^30^^,^^31^ including the Birk-Barel intellectual disability syndrome, which is caused by maternally inherited *KCNK9* mutations.^32^^,^^33^

Little is known about the mechanisms that control expression along this domain. The *Peg13* promoter overlaps with a germline DMR and might be the ICR of this locus.^22^^,^^23^^,^^24^ A study using human brain tissues suggests that this DMR controls *KCNK9* and *PEG13* imprinted expression through a CTCF-mediated enhancer-blocking activity.^24^ However, this model has not been experimentally validated and it is not known whether it explains the imprinted gene expression kinetics along the domain during neural identity acquisition. The integrative analysis of multiple levels of regulation described in this study provides a comprehensive view of the molecular events that take place during the establishment of maternal *Kcnk9* expression in neural commitment. Our main observation challenges the canonical model of CTCF-mediated enhancer-blocking activity and suggests a more nuanced role for allelic CTCF binding at the ICR of this locus.

## Material and methods

Details of key reagents and resources are given in Table S1.

### Cell culture and embryonic stem cell differentiation

The hybrid male embryonic stem cell (ESC) lines were previously derived from blastocysts obtained from crosses between C57BL/J (B) and JF1 (J) mice^34^ and were maintained in gelatin-coated dishes with ESGRO complete plus medium (Millipore, SF001-500P) containing LIF (leukemia inhibitory factor), BMP4 (bone morphogenetic protein 4), and a GSK3-β (glycogen synthase kinase 3β) inhibitor. *In vitro* corticogenesis was performed as previously described,^35^ except that ESCs were plated on Matrigel-coated dishes (human ESC-qualified matrix, Corning), and that the defined default medium was supplemented with B27 (without vitamin A, Gibco) to improve cell survival and with 1 μM dorsomorphin homolog 1 (purified by C.C.H.) to promote neurogenesis.^36^ Using this protocol, neural precursor cells (NPCs) are the main cell population after 12 days (D12) of *in vitro* corticogenesis.^35^

### Material collection

Neonatal and adult brains were obtained from reciprocal crosses of C57BL/6J (B6) and *Mus musculus molossinus* JF1/Ms mice, (B6xJF1) F1 and (JF1xB6) F1 mice, referred to as BJ and JB in the text. *Dnmt3l*^−/+^ mouse embryos were generated by crossing homozygous *Dnmt3l*^−/−^ females (129SvJae-C57BL/6 hybrid genetic background) with wild-type JF1 males (*M. musculus molossinus*). Embryonic day (E) 9.5 *Dnmt3l*^−/+^ embryos were collected from pregnant dams. Tail DNA was used for genotyping by PCR as previously described.^37^

### DNA methylation analysis

#### DNA extraction and bisulfite sequencing

DNA was extracted as previously described.^38^ Bisulfite conversion was performed with the EZ DNA Methylation-Gold Kit from Zymo (ref. D5006), according to the manufacturer’s instructions. PCR amplification, cloning, and sequencing were performed as previously described.^38^ Details of the primers used are in Table S2.

#### DNA methylation data mining

ESC and NPC whole-genome bisulfite sequencing (WGBS) data were obtained from GEO DataSets under the accession numbers GEO: GSM748786 and GEO: GSM748788, respectively. The reads were first processed using TrimGalore and then mapped to the mm39 mouse genome using Bismark. Duplicate reads were removed with the script deduplicate_bismark. CpG methylation levels were computed from the selected alignments using bismark_methylation_extractor (--no_header --cutoff 4 –bedgraph) and coverage2cytosine scripts. The output was converted with the bedGraphToBigWig tools to be loaded on the University of California, Santa Cruz (UCSC) Genome Browser. CpG methylation levels of ESCs, NPCs, and frontal cortex in the mm10 genome were obtained from the tracks Stadler 2011 and Lister 2013 of the DNA methylation Hub on UCSC.

### Genome production for next-generation sequencing data alignment of hybrid samples

The sequences of the JF1 strain was obtained from the DDBJ database under the accession numbers DDBJ: DRP000326 and DDBJ: DRP000984. Paired-end reads were filtered using the CutAdapt tool to exclude poor quality reads (--minimum-length 101 --pair-filter any -q 20). The remaining reads were mapped to the mm39 genome with bowtie2. Alignments were filtered for poor quality with samtools view (-q 20). Duplicate alignments were excluded using samtools fixmate and markdup (-r). To identify JF1 polymorphisms, the filtered alignments were analyzed using the freebayes tool (-m 20 -q 30 -C 10 -F 0.75) and the output was normalized using bcftools norm. Then, variants were decomposed using the vcflib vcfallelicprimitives (-kg) tool. The resulting vcf file was then processed with the mm39 genome using a custom R script to generate the genomes used for the alignments (library: Biostrings, GenomicRanges). An mm39 genome masked by N at JF1 single-nucleotide polymorphism (SNP) positions was generated. The JF1 genome was reconstructed by converting JF1 SNPs, insertions, and deletions in the mm39 genome. A diploid hybrid genome that consisted, for each chromosome, of the C57BL/6 and JF1 sequences was generated. The hybrid genome has the advantage of taking the JF1 indels into account when determining allelic alignments, but it results in different genomic coordinates for the same element on the C57BL/6 and JF1 genomes. To work with only one reference, a custom R script was written to convert the coordinates of the JF1 alignments into the reference mm39 genome (GenomicRanges).

### Expression analysis

#### RNA extraction

RNA was isolated from frozen cell pellets using TRIzol Reagent (Life Technologies, 15596018), according to the manufacturer’s recommendations.

#### RT-qPCR

After treatment with RNase-free DNase I (Life Technologies, 180868-015), first-strand cDNA was generated by reverse transcription with Superscript-IV (Life Technologies, 18090050) using random primers and 500 ng of RNA. Then, cDNA was amplified by real-time PCR with the SYBR Green mixture (Roche) using a LightCycler R 480II (Roche) apparatus. The relative expression level was quantified with the 2-delta Ct method that gives the fold change variation in gene expression normalized to the geometrical mean of the expression of the housekeeping genes *Gapdh*, *Tbp*, and *Gus*. The primer sequences are in Table S2.

For allelic analysis, for each locus of interest, the parental allele origin of expression was assigned following direct sequencing of the cognate RT-PCR product that encompassed a strain-specific SNP (SNP details in Table S2).

#### Microfluidic-based quantitative analysis

This analysis was performed using a commercial panel of total RNA (mouse total RNA master panel; Ozyme 636644) obtained from pooled samples isolated from several hundred mouse embryos and adults. Following reverse transcription, as described above, first-strand cDNA was pre-amplified for 14 cycles with the pool of primers used for the RT-qPCR analysis and the Taq-Man PreAmplification Master Mix (Life Technologies, 4488593). RT-qPCR was then performed and validated on Fluidigm 96.96 Dynamic Arrays using the Biomark HD system (Fluidigm) according to the manufacturer’s instructions. The relative gene expression was quantified using the 2-delta Ct method, which gives the fold changes in gene expression normalized to the geometrical mean of the expression of the housekeeping genes *Arbp*, *Gapdh*, and *Tbp*. For each condition, the presented data were obtained from two independent experiments, each analyzed in duplicate.

#### RNA sequencing

Paired-end RNA sequencing (RNA-seq) data were generated using ESCs and NPCs in duplicate for the B6xJF1 and JF1xB6 genetic backgrounds. RNA-seq libraries were prepared with the Illumina TruSeq Stranded mRNA Kit or the NEBNext Ultra II mRNA-Seq Kit and sequenced on an HiSeq4000 or NovaSeq6000 apparatus by IntegraGen according to the manufacturer’s protocol. To determine the global and allelic expression, RNA-seq reads were mapped on the mm39 masked genome and hybrid genome, respectively, using TopHat2 and a gene annotation file adapted for these genomes based on the UCSC refGene track (-r 350 --mate-std-dev 250 --library-type fr-firststrand). Alignments were filtered with samtools for mapping quality and reads mapped in proper pairs (view -f 2 -q 20). This step, on the hybrid alignments, allows obtaining allele-specific mapping. The strand-specific coverages of the RNA-seq data were generated using the C57BL/6 and JF1 specific alignments and the global alignments with bamCoverage (--normalizeUsing RPKM –filterRNAstrand forward/reverse) and visualized on the UCSC genome browser. Replicates were overlaid for allelic and strand-specific coverage using the track collection builder tool for genome exploration.

#### Gene expression data mining

Expression data of cortex from E13.5 B6xJF1 and JF1xB6 embryos were obtained from the GEO: GSE58523 dataset. The RNA-seq treatment was based on the pipeline described above adapted for single-end RNA-seq.

### Chromatin immunoprecipitation

#### ChIP-qPCR

Chromatin immunoprecipitation (ChIP) of native chromatin was performed as described by Brind'Amour et al.^39^ using 500,000 cells per immunoprecipitation. Results presented in this article were obtained from at least three ChIP assays performed using independent chromatin preparations, as indicated in the figure legends. Details of the antisera used can be found in Table S3. Quantitative and allelic analyses were performed as described previously in Maupetit-Méhouas et al.^13^ Details of the SNPs and primers used can be found in Table S2.

#### ChIP sequencing

ChIP sequencing (ChIP-seq) experiments were performed using native chromatin from ESCs and NPCs (for each cell type: n = 1 in the B/J and n = 1 in the J/B background, respectively), as previously described (Le Boiteux et al.^40^). Details of the used antisera are in Table S3. Background precipitation levels were determined by performing mock precipitations with a nonspecific immunoglobulin (Ig) G antiserum (Sigma-Aldrich C2288), and experiments were validated by qPCR on diagnostic regions before sequencing. Library preparation (TruSeq ChIP Sample Preparation) and sequencing on a HiSeq 2500 instrument (Illumina) were performed by MGX (Montpellier GenomiX), according to the manufacturer’s recommendations (mean of 40 million single reads per sample). To determine the global and allelic alignments, ChIP-seq reads were mapped using Bowtie2 to the mm39 masked genome and hybrid genome, respectively. Alignments filtering was done with samtools (view -q 20), peaks were called using MACS1.4.2 (--nomodel --shiftsize 73 --pvalue 1e−5), and the coverage was computed with bamCoverage (--normalizeUsing RPKM --extendReads 200 --ignoreDuplicates --binSize 20). The UCSC track collection builder tool was used to overlay allelic coverages for genome exploration.

#### Cut&Run

Cut&Run (C&R) was performed using the CUTANA CUT&RUN Kit (Epicypher) and non-fixed nuclei from ESCs and NPCs (for each cell type: n = 1 in the B/J and n = 1 in the J/B background, respectively), according to the manufacturer’s instructions. The antisera used are listed in Table S3. Briefly, nuclei were isolated from fresh ESCs or NPCs and stored in nuclear extraction buffer at −80°C. After thawing, 500,000 nuclei per reaction were aliquoted and incubated with pre-activated concanavalin A-coated beads at room temperature for 10 min, followed by overnight incubation with 0.5 μg of antibody in buffer containing 0.01% digitonin at 4°C. Then, nuclei bound to concanavalin A-coated beads were permeabilized with a buffer containing 0.01% digitonin and incubated with the pAG-MNase fusion protein at room temperature for 10 min. After washing, chromatin-bound pAG-MNase cleavage was induced by addition of calcium chloride to a final concentration of 2 mM. After incubation at 4°C for 2 h, the reaction was stopped by addition of stop buffer (containing fragmented genomic *Escherichia coli* DNA as spike-in). Following fragmented DNA purification, Illumina sequencing libraries were prepared from ∼5 ng of purified DNA using the CUTANA CUT&RUN Library Prep Kit (EpiCypher 14–1001 and 14–1002) according to the manufacturer’s recommendations. Purified multiplex libraries were diluted to 9 nM concentration (calculated with the Qubit dsDNA HS Assay Kit) and sequenced on a NovaSeq 6000 instrument (Illumina) by IntegraGen SA. Paired-end reads were mapped to the mm39 masked genome and hybrid genome using Bowtie2. Alignment filtering was done with samtools (view -f 2 -q 20), and the coverage was obtained with bamCoverage (global coverage: --scaleFactor “spike-in DNA” --normalizeUsing RPKM --binSize 25; allelic coverage: --binSize 25). The UCSC track collection builder tool was used to overlay allelic coverages for genome exploration. Peaks were called with MACS2 using the Cut&Run control sample (IgG) (callpeak -f BAMPE --keep-dup all).

#### ChIP-seq and ATAC-seq data mining

Allelic and global mm9 alignments for acetylation of lysine 27 on histone H3 (H3K27ac) in mouse frontal cortex were obtained from the GEO: GSM751461, GSM751462 datasets. These alignments were converted to coverages using an R script (rtracklayer, GenomicRanges) and were visualized on UCSC.

Assay for transposase-accessible chromatin using sequencing (ATAC-seq) data for ESCs and ESC-derived NPCs were obtained from the GEO: GSE155215 DataSet. Paired-end reads were treated with trim_galore (--paired) and then were aligned to the mm39 genome using bowtie2 (--very-sensitive -X 1000). Only properly paired alignments were conserved with samtools (view -f 2) and alignments to mitochondrial sequences and random chromosomes were excluded. PCR duplicates were removed using picard-tools (MarkDuplicates --REMOVE_DUPLICATES true). The coverage was assessed using bamCoverage (--normalizeUsing RPKM --binSize 20) and was visualized on the UCSC genome browser. Peaks were called using macs2 (callpeak -f BAMPE --broad --broad-cutoff 0.05 --keep-dup all).

### Circular chromosome conformation capture followed by sequencing

Circular chromosome conformation capture followed by sequencing (4C-seq) experiments were done using ESCs and NPCs from the BxJ genetic background for all viewpoints (for each cell type, *Peg13* DMR n = 2; *Kcnk9* promoter n = 1; putative enhancer [PE] n = 1) and in ESCs from the JxB genetic background for the *Peg13* DMR viewpoint (n = 1). The primers used for each viewpoint can be found in Table S1. 4C template preparation was carried out as previously described^41^ with some modifications. Briefly, 1 × 10^7^ cell suspensions were cross-linked with formaldehyde (final concentration 2%) for 10 min. After cell lysis and permeabilization with SDS and Triton X-100, samples were digested with 600 U of *Dpn*II at 37°C in 1× NEBuffer *Dpn*II (4 h with 200 U, overnight with 200 U, and 4 h with 200 U). The restriction enzyme was inactivated with SDS and Triton X-100. The first ligation was performed in a large volume, 7.2 mL of 1× ligase buffer, and with 50 U of T4 DNA ligase, at 18°C overnight. Cross-linking was reversed with 600 μg of proteinase K at 65°C overnight. After phenol/chloroform purification, DNA was digested with 50 U of *Nla*III at 37°C overnight. After phenol/chloroform purification, a second ligation was performed in 14 mL of 1× ligase buffer and with 100 U of T4 DNA ligase at 18°C overnight. The 4C template was concentrated by ethanol precipitation and then purified using the DNA Clean & Concentrator Zymo-25 Kit. To produce a 4C-seq library, 3.2 μg of 4C template was amplified in 16 PCR cycles with viewpoint-specific sequencing primers and 56 U of Expand long template polymerase. PCR reactions were pooled and purified using the High Pure PCR Product Purification Kit. The 4C-seq libraries of the different viewpoints were combined before sequencing on an HiSeq 4000 or NovaSeq 6000 instrument (Illumina) by IntegraGen. Due to the primer design, paired-end reads were used to determine the viewpoint allele and the interacting sequence. To do this, only the expected sequence, corresponding to the viewpoint of the informative reads, was mapped to the mm39 hybrid genome using bowtie2 (--trim5 10 --trim3 “viewpoint specific” --local --very-sensitive-local). Only alignments mapped to the viewpoint coordinates and with a minimal quality were conserved to determine the allelic origin of the viewpoint in the reads (samtools view -q 10 [ viewpoint coordinates]). To determine the sequence in interaction, the expected sequence with the *Dpn*II site was mapped to the mm39 masked genome using bowtie2 (--trim5 “viewpoint specific” --trim3 “viewpoint specific” --local --very-sensitive-local). These alignments were filtered for mapping quality (samtools view -q 10) and were split according to the allelic origin of the viewpoint. To construct the allelic interactome, alignments were processed with the FourCSeq Bioconductor package to count the reads mapped exactly to the end of a *Dpn*II fragment and to generate a smoothed rpm normalized coverage. The UCSC track collection builder tool was used to overlay allelic interactome coverages for genome exploration. Based on these read counts, the 4C-ker package^42^ was used to identify paternal and maternal interactions (nearBaitAnalysis; k = 8) in replicate experiments. The differential analysis of maternal and paternal interactions was performed using the function “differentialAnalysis” of the 4C-ker package. This function was adapted to handle paired samples and differences were considered significant when the adjusted p value was <0.05.

### Re-analysis of high-throughput chromosome conformation capture data

High-throughput chromosome conformation capture (HI-C) data were obtained from the GEO: GSM2533818, GSM2533819, GSM2533820, GSM2533821 DataSets (for ESCs) and from the GEO: GSM2533835, GSM2533836, GSM2533837, GSM2533838 DataSets (for *in vivo* NPCs). These paired-end reads were processed with HiC-Pro^43^ with the following parameters: MIN_MAPQ = 20, REFERENCE_GENOME = mm39, GENOME_FRAGMENT = DpnII_resfrag_hg19.bed, LIGATION_SITE = GATC, and BIN_SIZE = 5,000. The produced normalized contact matrix (iced) was used to generate the contact map with the HiTC Bioconductor package.

### Statistical analyses

Statistical analyses were performed using GraphPad. The statistical test used for each comparison and the number of independent experiments are indicated in the figure legends.

## Results

### *Kcnk9* gains maternal expression upon neural commitment

Using a microfluidic RT-qPCR approach, we observed, in agreement with allelome studies,^25^^,^^27^ that *Peg13* was expressed in a wide range of adult mouse tissues and at different development stages, but particularly in brain tissues. Conversely, *Kcnk9* expression was restricted to brain tissues (Figure S1A). Expression analyses in brain tissues from newborn F1 hybrids obtained by crossing C57BL/6J and *M. musculus molossinus* (JF1) mice confirmed that *Peg13* was paternally expressed and *Kcnk9* maternally expressed (Figure 1A). To investigate the mechanisms responsible for this brain-specific imprinted expression, we adapted a stem cell-based corticogenesis model that we have previously shown to recapitulate the *in vivo* epigenetic control of imprinted gene expression^21^ to mouse ESC lines we derived from reciprocal crosses of C57BL/6 (B6) and JF1 mice (hereafter, B/J and J/B). Reciprocal crosses allow investigating the parental allele origin using informative SNPs.

**Figure 1:**
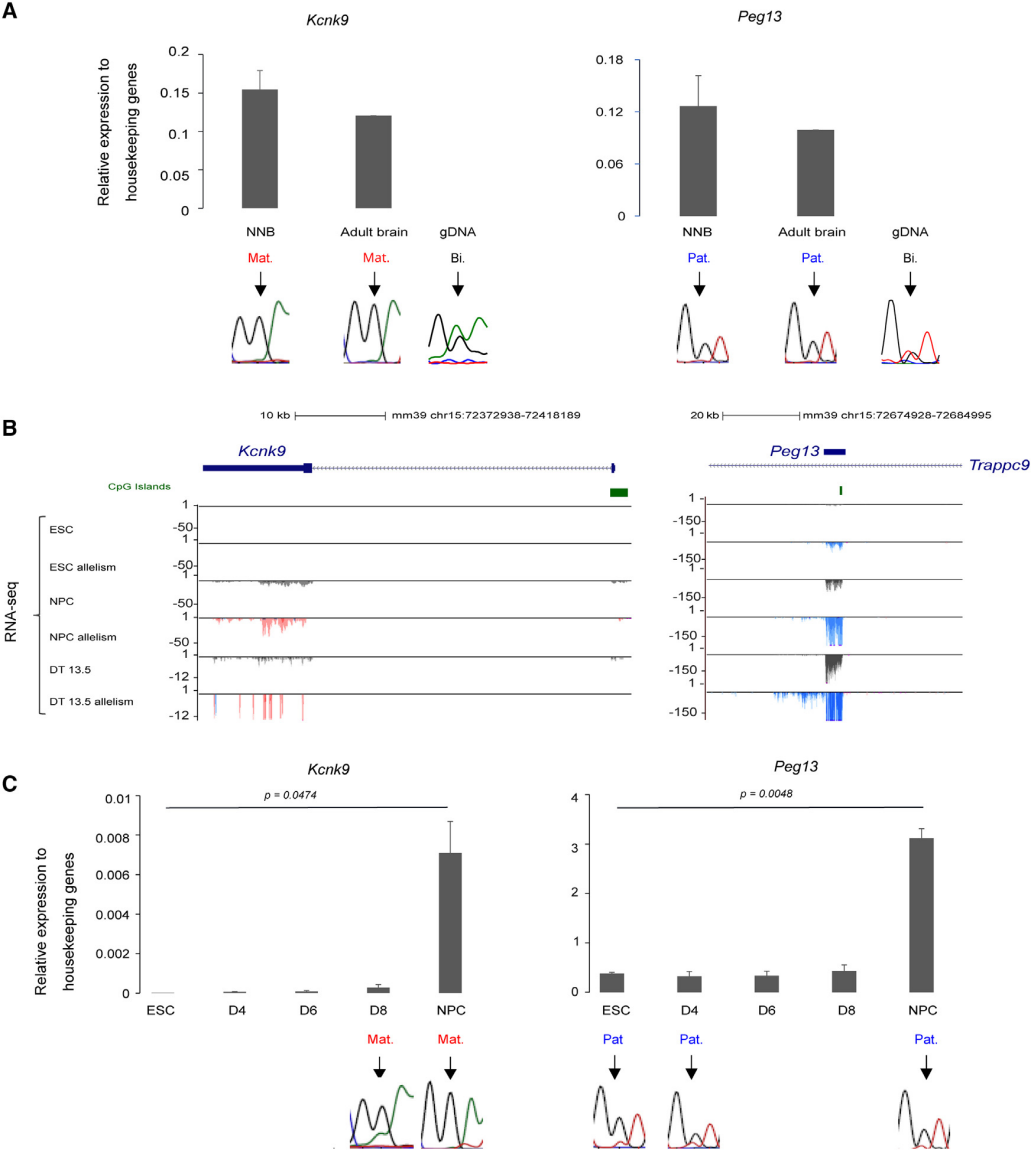
*Kcnk9* and *Peg13* expression dynamics during neural commitment (A) RT-qPCR analysis of *Kcnk9* and *Peg13* expression levels in the brain of newborn (NBB; n = 4) and adult (n = 2) B/J mice. The parental origin of expression is shown below. (B) Genome browser view at the *Kcnk9* and *Peg13* loci to show the allelic-oriented RNA-seq signal in B/J ESCs, NPCs, and embryonic dorsal telencephalon (DT); re-analyzed data from Bouschet et al.^21^ For each condition, the quantitative and merged parental allelic RNA-seq signals are at the top and bottom, respectively. Maternal and paternal expression levels are shown in red and blue, respectively. (C) RT-qPCR analysis of *Kcnk9* and *Peg13* expression levels in B/J ESCs (n = 4) and at day 4 (D4; n = 2), D6 (n = 2), D8 (n = 2) of *in vitro* corticogenesis and in NPCs (D12; n = 4). The parental origin of expression is shown below. Statistical significance was determined with the unpaired t test (p values in the figure). In (A) and (C), the results are presented as percentage of expression relative to the geometric mean of the expression of the three housekeeping genes *Gapdh*, *Gus*, and *Tbp*. Data are the mean ± SEM. The parental origin of expression was determined by direct sequencing of sample-specific PCR products based on strain-specific SNPs in the regions analyzed; the SNP presence is visible in the traces obtained using hybrid genomic DNA (gDNA) shown in (A). Representative data are shown.

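In the B/J NPC libraries, *Kcnk9* was read at 0.779 CPM in replicate 1 (24 counts, 95% exact Poisson interval 0.499 to 1.16 CPM) and at 6.28 CPM in replicate 2 (167 counts, 5.37 to 7.31 CPM), a spread between replicates far larger than counting error. Against the 0 counts of the B/J ESCs, it was at least 61.6-fold higher in NPCs on library totals and at least 44.5-fold higher with TMM factors, taking 3 counts over both ESC libraries as the floor. On library totals this bound was 14.4-fold without NPC B/J replicate 2, 116-fold without NPC B/J replicate 1, 30.4-fold without ESC B/J replicate 1 and 31.2-fold without ESC B/J replicate 2. *Peg13* was read at 13.0 CPM in replicate 1 and 28.6 CPM in replicate 2, after 3.86 ± 1.39 CPM (SD, n = 2 libraries) in B/J ESCs. Its log2 fold change within B/J was 1.94 (standard error 0.561, adjusted p = 0.0202 from edgeR's quasi-likelihood test). Without ESC B/J replicate 2 this change was 1.59 (adjusted p = 0.117) and without NPC B/J replicate 2 it was 1.30 (adjusted p = 0.118), and limma-voom gave 1.88 (adjusted p = 0.0559). Over all alternatives its adjusted p lay between 0.00151 and 0.118. The signal of the embryonic dorsal telencephalon was not analysed here.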

We focused on the first 12 days of *in vitro* corticogenesis. During this period, ESCs predominantly differentiated into NPCs, as indicated by the marked downregulation of the pluripotency marker *Pou5f1* and the upregulation of the neural precursor markers *Nestin* and *Pax6* (Figure S1B). 

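RNA-seq was performed on ESCs and on NPCs collected at day 12 of *in vitro* corticogenesis, with 2 replicates for each reciprocal cross, so that 8 libraries were analysed. B/J cells (line BJE2) had a B6 mother and a JF1 father, and J/B cells (line JBE6) had a JF1 mother and a B6 father. Both lines are male. The paired-end libraries were prepared with either of 2 mRNA kits and sequenced on either of 2 instruments, and the paper's text does not say which library had which. The authors aligned the reads with TopHat2 to the mm39 genome with SNP positions masked, kept properly paired alignments with a mapping quality of at least 20, and deposited the number of reads counted on each of 26263 genes. The program that counted the reads, and whether it used their strand, are not given in the sources used here. These counts take both alleles together, so the parental origin of the transcripts was not analysed here. In ESCs, the reads counted on genes numbered 28094638 and 27413258 in B/J replicates 1 and 2 and 22537138 and 26510098 in J/B replicates 1 and 2. In NPCs they numbered 30809461 and 26578561 in B/J and 32706015 and 25621586 in J/B, in the same order. At these depths a single count corresponded to between 0.0306 and 0.0444 CPM, the count scaled to the reads counted on genes. Reads that the authors' counting assigned to no gene amounted to between 5.76% and 10.9% of each library, and reads assignable to several genes to at most 0.554%.

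Changes between stages were tested with edgeR's quasi-likelihood test on TMM-normalized counts for the 16399 genes that passed edgeR's expression filter, with Benjamini-Hochberg adjustment. Intervals and floors given for counts cover counting error only, since PCR duplicates cannot be recognised in a table of counts. TMM factors lay between 0.820 and 0.885 in ESCs and between 1.14 and 1.21 in NPCs, so the choice of scaling shifted every change between the stages. The median log2 fold change of all genes tested was 0.17 with TMM factors, 0.65 with library totals alone and 0.80 after scaling to *Gapdh*, *Gusb* and *Tbp*. An adjusted p below 0.05 was reached by 11378 genes, 6145 higher and 5233 lower in NPCs. Within a cross it was reached by 9143 genes in B/J and 8935 in J/B, with 7729 in both and 7727 of these in the same direction. Without NPC J/B replicate 2 the number in J/B was 5700. Genes higher in NPCs made up 54.0% of the calls with TMM factors, 70.1% with library totals and 75.0% with the housekeeping genes. For *Pou5f1*, the mean fell from 1638 ± 305 CPM (SD, n = 4 libraries) in ESCs to 31.1 ± 18.6 CPM (n = 4) in NPCs. *Nes* rose from 28.9 ± 12.8 CPM to 179.6 ± 91.6 CPM and was higher in every NPC library than in every ESC library, whereas for *Pax6*, at 6.96 ± 5.81 CPM and 35.8 ± 20.9 CPM, NPC B/J replicate 1 (7.95 CPM) lay below ESC B/J replicate 1 (13.9 CPM). The Y-linked gene *Ddx3y* was read at between 35.7 and 94.8 CPM in each of the 8 libraries and *Xist* at no more than 6.04 CPM. Replicates differed by more than counting error (chi-square over degrees of freedom between 60.3 and 84.7), and the correlation of their log2 values across genes, which are not independent replicates, was between 0.973 and 0.987.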

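In the 4 ESC libraries, *Peg13* was read at 4.84 CPM (136 counts) in B/J replicate 1, 2.88 CPM (79 counts) in B/J replicate 2, 3.64 CPM (82 counts) in J/B replicate 1 and 6.11 CPM (162 counts) in J/B replicate 2. The mean was 4.37 ± 1.41 CPM (SD, n = 4 libraries). For *Kcnk9*, both B/J libraries had 0 counts, which allows up to 0.107 CPM in replicate 1 and 0.109 CPM in replicate 2, taking 3 counts as the limit of a count of 0. In J/B, replicate 1 had 1 count and replicate 2 had 2 counts. Over the 4 libraries together, these 3 counts correspond to 0.0287 CPM (95% exact Poisson interval 0.00592 to 0.0839). Without J/B replicate 2 the level was 0.0128 CPM. No gene differed between J/B and B/J ESCs at an adjusted p below 0.05 in edgeR's quasi-likelihood test, with 346 genes at an unadjusted p below 0.05, 10 genes called by DESeq2 and 0 by limma-voom.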

RNA-seq and RT-qPCR approaches, performed using B/J- and J/B-derived ESCs, showed that, in ESCs, imprinted expression was restricted to *Peg13*, which showed weak paternal expression. Upon differentiation to NPCs, paternal *Peg13* expression and maternal *Kcnk9* expression increased (Figures 1B, 1C, S1C, and S1D). 

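*Kcnk9* lies on the minus strand of chromosome 15 of GRCm39 from 72372938 to 72419556, and the single exon of *Peg13* on the same strand from 72677449 to 72682173, inside the *Trappc9* gene. Their transcription starts are 262.6 kb apart. *Peg13* rose to 29.6 ± 17.3 CPM (SD, n = 4 libraries) in NPCs, a log2 fold change of 2.22 against ESCs (standard error 0.399, adjusted p = 0.00167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every NPC library had a higher value than every ESC library. The alternatives that moved this log2 fold change most were a replicate term of its own within each stage, chosen after seeing the data, which gave 1.51, and scaling to the housekeeping genes *Gapdh*, *Gusb* and *Tbp*, which gave 2.88, with adjusted p between 8.33e-08 and 0.0279 over all alternatives. *Kcnk9* rose to 6.49 ± 5.49 CPM (n = 4) in NPCs, a fitted log2 fold change of 8.06 (standard error 1.16, adjusted p = 9.14e-04 from the same test), which depends on the prior count because only 3 counts were read in ESCs. Taken from the pooled counts, the NPC/ESC ratio of *Kcnk9* was 214 (95% counting interval 73.0 to 1041) on library totals and 154 (52.5 to 748) with TMM factors. On library totals it was 480 without ESC J/B replicate 2 and 137 without NPC J/B replicate 2. The fitted change of *Kcnk9* was 6.97 without NPC B/J replicate 2, the lowest value with a library left out. In J/B alone, *Peg13* rose from 4.87 ± 1.75 CPM (SD, n = 2) to 38.5 ± 21.5 CPM (n = 2), a log2 fold change of 2.50 (adjusted p = 0.00817 from edgeR). Leaving out NPC J/B replicate 2 lowered it to 1.78 (adjusted p = 0.0578), and over all alternatives the adjusted p lay between 3.52e-05 and 0.0578. *Kcnk9* rose in J/B from 0.0599 ± 0.0220 CPM to 9.46 ± 6.33 CPM, with 104 (35.5 to 508) as the ratio of pooled counts with TMM factors, which was 58.7 without NPC J/B replicate 2 and 162 without NPC J/B replicate 1. The changes in the 2 crosses were not separated, with an interaction of 0.56 for *Peg13* on the log2 scale (adjusted p = 1.00 from edgeR). None is given for *Kcnk9*, whose rise in B/J is only a lower bound. No gene reached an adjusted p below 0.05 for the interaction in edgeR, with 573 genes at an unadjusted p below 0.05, 11 called by DESeq2 and 0 by limma-voom.

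Expressed relative to *Gapdh*, *Gusb* and *Tbp*, as in the paper's RT-qPCR, *Peg13* rose 7.87-fold and *Kcnk9* 258-fold (counting interval 80.1 to 1142), each with p = 0.0286 in a two-sided exact permutation test of 4 against 4 libraries, the smallest p that this design allows. The *Kcnk9* ratio was 554 without ESC J/B replicate 2 and 148 without NPC J/B replicate 2. Of these reference genes, *Gapdh* and *Tbp* were themselves lower in NPCs, with log2 fold changes of -1.43 and -0.69, and *Gusb* was not (0.23). The counts on *Peg13* and *Trappc9* have a limit, because in the GENCODE annotation the annotated transcripts of both genes share 1293 bp of exons on the same strand, and how reads in that stretch were assigned is not given in the sources used here. For allelic analyses, the paper lists an SNP for each gene. The *Kcnk9* SNP lies at position 72383806 in exon 2, in the 3′ untranslated region, and the reference sequence around it on the plus strand is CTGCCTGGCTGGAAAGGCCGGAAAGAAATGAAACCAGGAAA. The JF1 allele is G21A, with positions counted from 1 at the 5′ end of this sequence. For *Peg13*, the SNP is at position 72678719, in the sequence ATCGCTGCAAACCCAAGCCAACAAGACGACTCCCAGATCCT, and the JF1 allele counted in the same way is A21C. From the RNA-seq signal and the RT-qPCR at these stages, with the parental origin of the transcripts, the paper states that paternal *Peg13* and maternal *Kcnk9* expression increased when ESCs became NPCs.

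**Figure D1:**
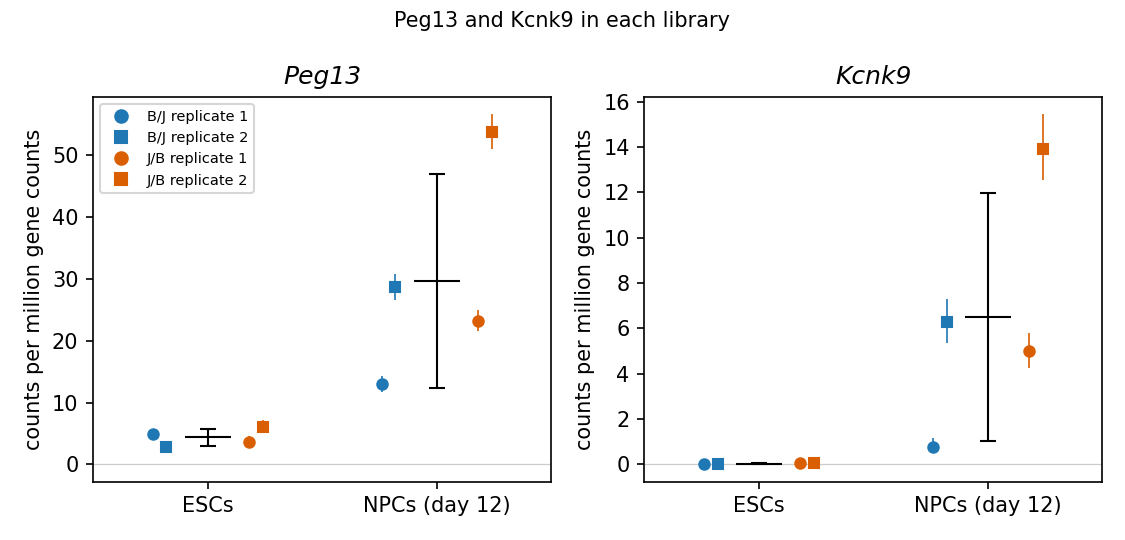
*Peg13* (left) and *Kcnk9* (right) in each ESC and NPC library, on a linear axis in CPM, with thin lines for the 95% Poisson interval of each library and black bars for the mean and SD of the 4 libraries of a stage. The NPC values of *Peg13* run from 13.0 to 53.7 CPM, all above the ESC values, and those of *Kcnk9* from 0.779 to 13.9 CPM.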

During this time window, the other three genes of the domain, *Trapc9*, *Ago2*, and *Chrac1*, were biallelically expressed (Figure S1E). A similar expression pattern was observed in primary neural stem cells (neurospheres) from newborn mice.^44^ Moreover, re-analysis of RNA-seq data from dorsal telencephalon samples at E13.5^21^ demonstrated that, in our corticogenesis model, the imprinted expression pattern at the *Peg13* domain in NPCs, restricted to *Kcnk9* and *Peg13*, recapitulated the pattern observed in embryonic brain *in vivo* (Figures 1B and S1D). Therefore, our ESC-based corticogenesis model to generate NPCs provides a relevant framework to uncover the mechanisms acting at the *Peg13* domain, and particularly those involved in the imprinted expression of *Peg13* and *Knck9*, in neural stem cells and during early brain development.

### Maternal DNA methylation at the *Peg13* DMR is required for *Kcnk9* maternal expression

The *Peg13* DMR is the putative ICR proposed to control the imprinted expression of the entire locus. To more formally evaluate the role of allelic DNA methylation in *Kcnk9* expression regulation, we assessed expression of *Peg13* and *Kcnk9* in brain tissue of E9.5 *Dnmt3l*^−/+^ embryos, derived from *Dnmt3l*^−/−^ females in which DNA methylation imprints at ICRs are not established during oogenesis.^37^^,^^45^ In wild-type embryos, we confirmed the paternal and maternal expression of *Peg13* and *Kcnk9*, respectively (Figure 2). In mutant embryos, the lack of maternal DNA methylation at the *Peg13* DMR (Figure S2) resulted in increased and biallelic expression of *Peg13*, while *Kcnk9* expression was lost (Figure 2). This supports the hypothesis that the *Peg13* DMR is the ICR of the locus and indicates that its maternal DNA methylation is required for the maternal expression of *Kcnk9*.

**Figure 2:**
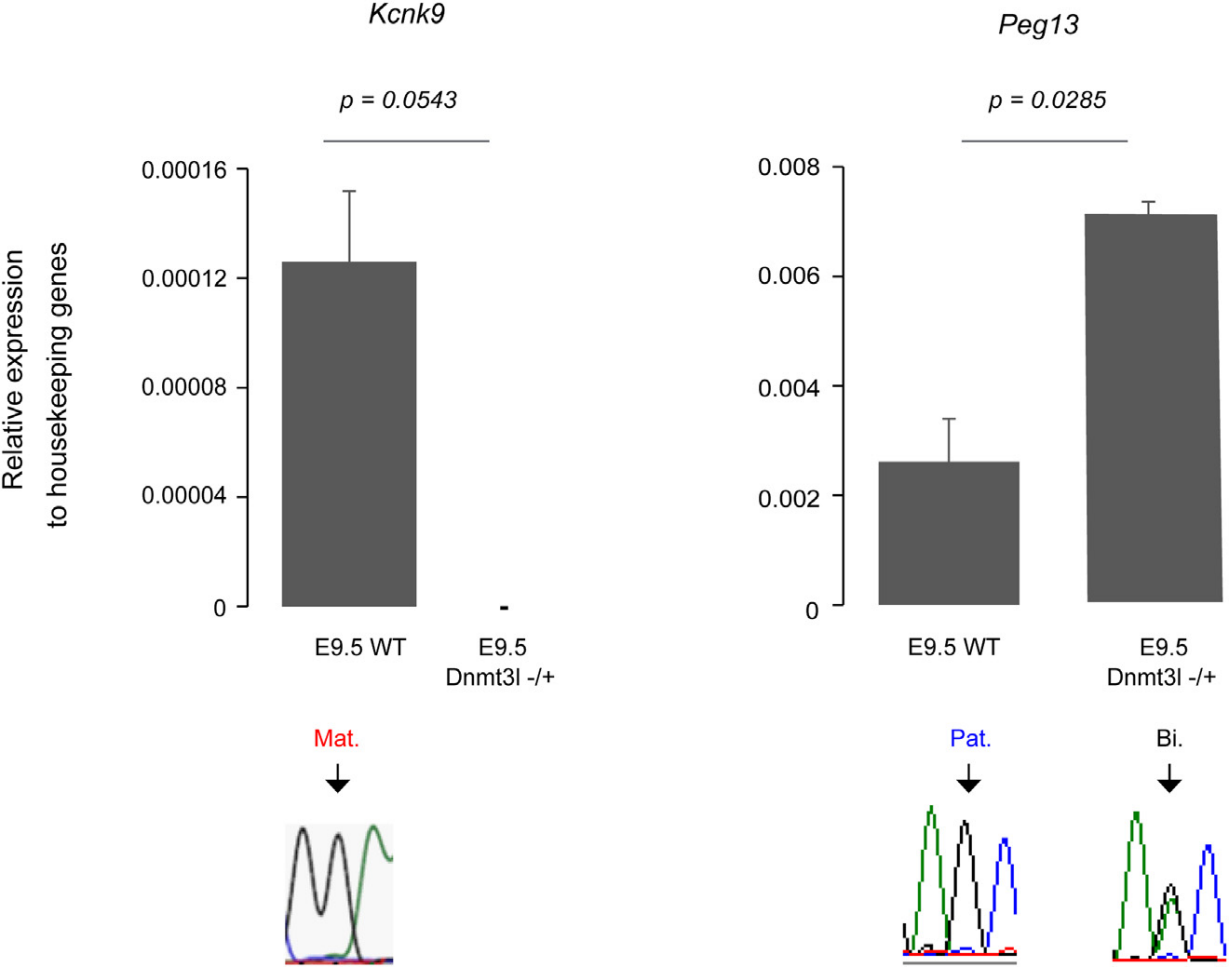
*Kcnk9* expression is lost in E9.5 *Dnmt3l*^−/+^ embryos RT-qPCR analysis of *Kcnk9* and *Peg13* expression levels in wild-type (n = 2) and *Dnmt3l*^−/+^ (n = 3) E9.5 embryos (head). Statistical significance was determined with the unpaired t test (p values in the figure). Data are the mean ± SEM. The parental origin of expression is shown below. WT, wild type.

### Changes in imprinted expression upon neural commitment are not associated with changes in epigenetic signatures at the *Peg13* DMR

We then performed an integrative analysis based on allelic ChIP-seq, C&R (both performed with samples from the two reciprocal crosses), and ChIP-qPCR coupled with mining of data obtained using non-allelic ATAC-seq^46^ and WGBS^47^ to determine whether epigenetic signature changes at the *Knck9* and *Peg13* promoters could explain their expression change upon ESC differentiation into NPCs.

In ESCs, the *Peg13* promoter showed the characteristic feature of an ICR^48^: DNA methylation, the repressive histone mark H3K9me3 and the zinc finger protein ZFP57 associated with its maternal allele, and the permissive histone marks di-methylation and tri-methylation of lysine 4 of histone H3 (H3K4me2 and H3K4me3) and H3K27ac associated with its paternal allele (Figures 3, S3A, and S3B). This allelic signature was maintained in NPCs, where the permissive histone marks were more widely distributed along the gene on the paternal allele and also in neonatal mouse brain, without major changes despite *Peg13* upregulation (Figures 1, 3, and S3B).

**Figure 3:**
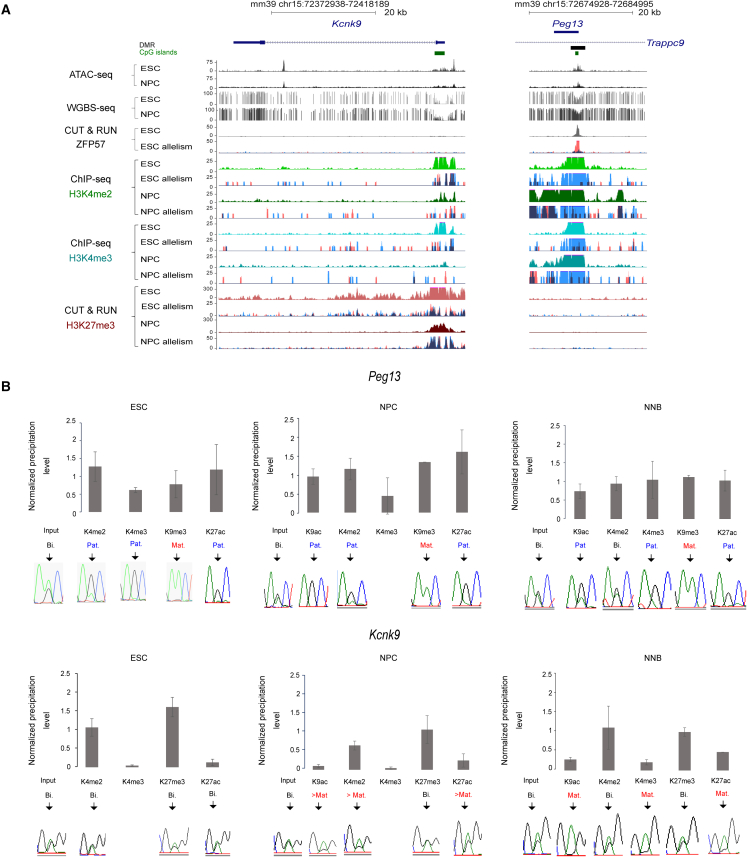
Epigenetic signatures at *Kcnk9* and *Peg13* in ESCs, NPCs, and neonatal brain (A) Genome Browser view at the *Kcnk9* and *Peg13* loci to show CpG island (CGI) positions and ATAC-seq data, methylation (WGBS), ZPF57, H3K4me2, H3K4me3, and H3K27me3 enrichment in ESCs and NPCs. For ZFP57 and the histone marks, data shown were obtained from B/J material, and the quantitative and the merged parental allelic signals are shown in the upper and lower panels, respectively. Maternal and paternal enrichments are shown in red and blue, respectively. (B) Chromatin analysis by native ChIP-qPCR to analyze the deposition of the indicated histone marks at the *Peg13* and *Kcnk9* promoters. The precipitation level was normalized to that obtained at the *Rpl30* promoter (for H327ac, H3K4me2, and H3K4me3), the *HoxA3* promoter (for H3K27me3), and IAP (for H3K9me3). For each condition, values are the mean of independent ChIP experiments (n), each performed in duplicate using B/J: ESCs (n = 3), B/J NPCs (n = 3), and B/J neonatal brain (NNB) (n = 5). Data are the mean ± SEM. The allelic distribution of each histone mark was determined by direct sequencing of the sample-specific PCR products containing a strain-specific SNP in the analyzed region; representative data are shown.

The *Kcnk9* promoter is in a CpG island that remained unmethylated in both ESCs and NPCs and also in embryonic and adult brain tissues. This indicated that *Kcnk9* expression is not controlled by methylation dynamics at its promoter (Figures 3A and S3C). Unlike *Peg13*, we did not observe any allelic signature at the *Kcnk9* promoter in ESCs. A broad biallelic H3K27me3 deposition marked the gene body. This repressive mark was associated with the permissive H3K4me2 mark on both alleles of the promoter, forming a bivalent signature that might poise gene expression.^49^ In NPCs, H3K27me3 was lost from the gene body, while the promoter retained the bivalent signature, albeit with lower H3K27me3 levels (Figures 3A, 3B, and S3B). ChIP-qPCR, performed using B/J material, also showed that the slight increase of acetylation of lysine 9 on histone H3 (H3K9ac) and H3K27ac, marks associated with active transcription, occurred preferentially on the maternal allele of *Kcnk9* (Figure 3B). This trend was further enhanced in the neonatal brain samples, where H3K9ac, H3K27ac, and H3K4me3 marked the maternal allele of the *Kcnk9* promoter, while the biallelic bivalent signature H3K4me2/H3K27me3 was maintained (Figure 3B).

These observations suggest that upregulation of paternal *Peg13* expression and gain of maternal *Kcnk9* expression upon neural commitment are not driven by changes in the *Peg13* DMR/putative ICR epigenetic signature. Specifically, for *Kcnk9*, maternal expression was induced despite the presence of H3K27me3 at the promoter and was accompanied by biallelic loss of H3K27me3 in the gene body and gain of permissive/activating marks, mainly acetylation, on the maternal promoter reflecting transcriptional activity.

### Biallelic interactions between the *Kcnk9* promoter and its putative regulatory region in ESCs precede the maternally biased interaction in NPCs

Besides epigenetic modifications, the higher-order chromatin structure through chromatin looping is another layer of regulation that controls gene expression along imprinted clusters and facilitates enhancer-promoter interactions within TADs. The DNA-binding protein CTCF is a key determinant in the formation of these loops and is frequently found at their base.

Allelic C&R analyses showed that, in both ESCs and NPCs, CTCF bound tightly to the *Peg13* DMR/putative ICR in a paternal-specific manner, whereas it bound to both alleles of the *Kcnk9* promoter and the 3′ edge of its unique intron (Figures 4 and S4).

**Figure 4:**
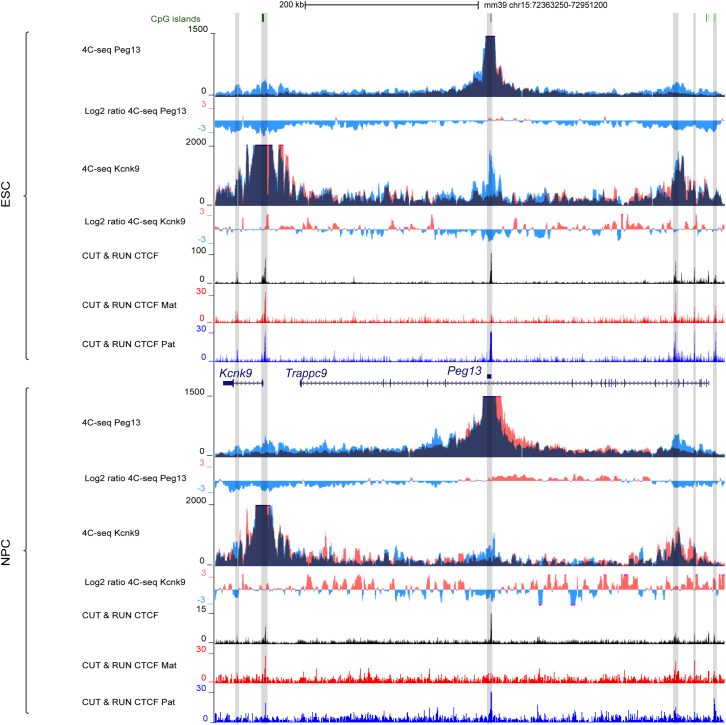
The *Peg13* DMR and *Kcnk9* promoter interact with the same PE in ESCs and NPCs Genome Browser view of the *Kcnk9-Trappc9* genomic region to show in B/J ESCs (upper panel) and NPCs (lower panel) allelic 4C-seq data, from the *Peg13* DMR and *Kcnk9* promoter viewpoints, and CTCF C&R signals. The 4C-seq data are shown by merging the allelic signals; contacts mediated by the paternal and maternal alleles are shown in blue and red, respectively. The maternal/paternal interaction ratio is shown. CTCF-bound regions are highlighted in gray. Binding is biallelic with the exception of the paternally bound *Peg13* DMR.

To determine whether these regions form chromatin loops and to identify putative distant regulatory regions, we performed allelic 4C-seq using the *Peg13* DMR and the *Kcnk9* promoter as viewpoints. While the *Peg13* domain is all contained within a larger TAD (as defined in cortex by Dixon et al.^14^), the signal obtained for the *Peg13* DMR in ESCs was largely restricted to the imprinted domain, from the downstream *Kcnk9* to the upstream *Ago2* gene (Figure S4). Strikingly, in the two reciprocal crosses, contacts were exclusively mediated by the paternal unmethylated *Peg13* DMR, highlighting that paternal CTCF binding promoted higher-order chromatin structure differences between the parental alleles (Figures 4 and S4 and the next section). Although we observed paternal-specific contacts along the entire imprinted domain, we detected significantly stronger paternal signals at *Kcnk9*, centered on the CTCF-bound promoter and the 3′ edge of the intron, and at a biallelic CTCF-bound region in the 5′ part of *Trappc9* (Figures 4 and S4). This second signal peaked in a *Trappc9* intron previously identified as a putative regulatory region that controls the tissue-specific expression of the domain.^44^ These paternal-specific contacts were mainly maintained also in NPCs where the interaction with the *Trappc9* intronic putative regulatory region was strengthened (Figures 4 and S4).

The same analysis using the *Kcnk9* promoter as viewpoint confirmed that this promoter interacted with the *Peg13* DMR only on the paternal allele in ESCs and also in NPCs, although more weakly. In addition, the *Kcnk9* promoter interacted with the intronic putative regulatory region in *Trappc9*, from both alleles in ESCs and with a bias from the maternal allele in NPCs (Figure 4).

These results identified a putative regulatory region (the PE), that interacts with the paternal *Peg13* promoter in ESCs and NPCs, and preferentially, but not exclusively, with the maternal *Kcnk9* promoter in NPCs. Therefore, it is a candidate for regulating the imprinted expression of both genes during neural commitment. However, contrary to expectation, contacts with the *Kcnk9* promoter were already established in ESCs and from both alleles. This suggests that non-productive biallelic contacts between the *Kcnk9* promoter and the putative regulatory region in ESCs precede the maternally biased productive contacts in NPCs.

### Contacts between the PE and *Peg13* DMR structure the higher-order chromatin conformation in the *Peg13* domain

To investigate the extent to which the intronic PE influences the chromatin conformation along the *Peg13* domain, we performed allelic 4C-seq using this region as a viewpoint and visualized these data together with allelic 4C-seq data for the *Peg13* DMR and *Kcnk9* promoter. We also re-analyzed high-resolution but non-allelic Hi-C data from ESCs and NPCs *in vivo*.^50^ Hi-C data revealed that the *Peg13* imprinted domain resides in two sub-TADs that are conserved in ESCs and NPCs (Figure 5). The centromeric sub-TAD was anchored to CTCF-bound regions in the 5′ part of *Trappc9* and in *Kcnk9*, presumably in the intron (the 5-kb resolution of the Hi-C data did not allow precisely mapping the boundary regions), thus isolating *Kcnk9* and *Peg13* from *Chrac1* and *Ago2*, which are in the telomeric sub-TAD. The *Trappc9* promoter was at the boundary between sub-TADs (Figures 5 and S5). Furthermore, in line with the 4C-seq data, paternal CTCF binding at the *Peg13* DMR subdivided the telomeric sub-TAD into two sub-domains, presumably on the paternal allele only, in a structure maintained in ESCs and NPCs (Figure 5). Notably, the CTCF binding sites identified by the Jaspar database^51^ in the *Peg13* DMR were all in the opposite orientation. This suggests that, unlike the majority of loops, which are anchored to pairs of convergent CTCF sites,^52^ the loop between the *Peg13* DMR and PE was anchored to a pair of CTCF sites in the same orientation (Figure S5).

**Figure 5:**
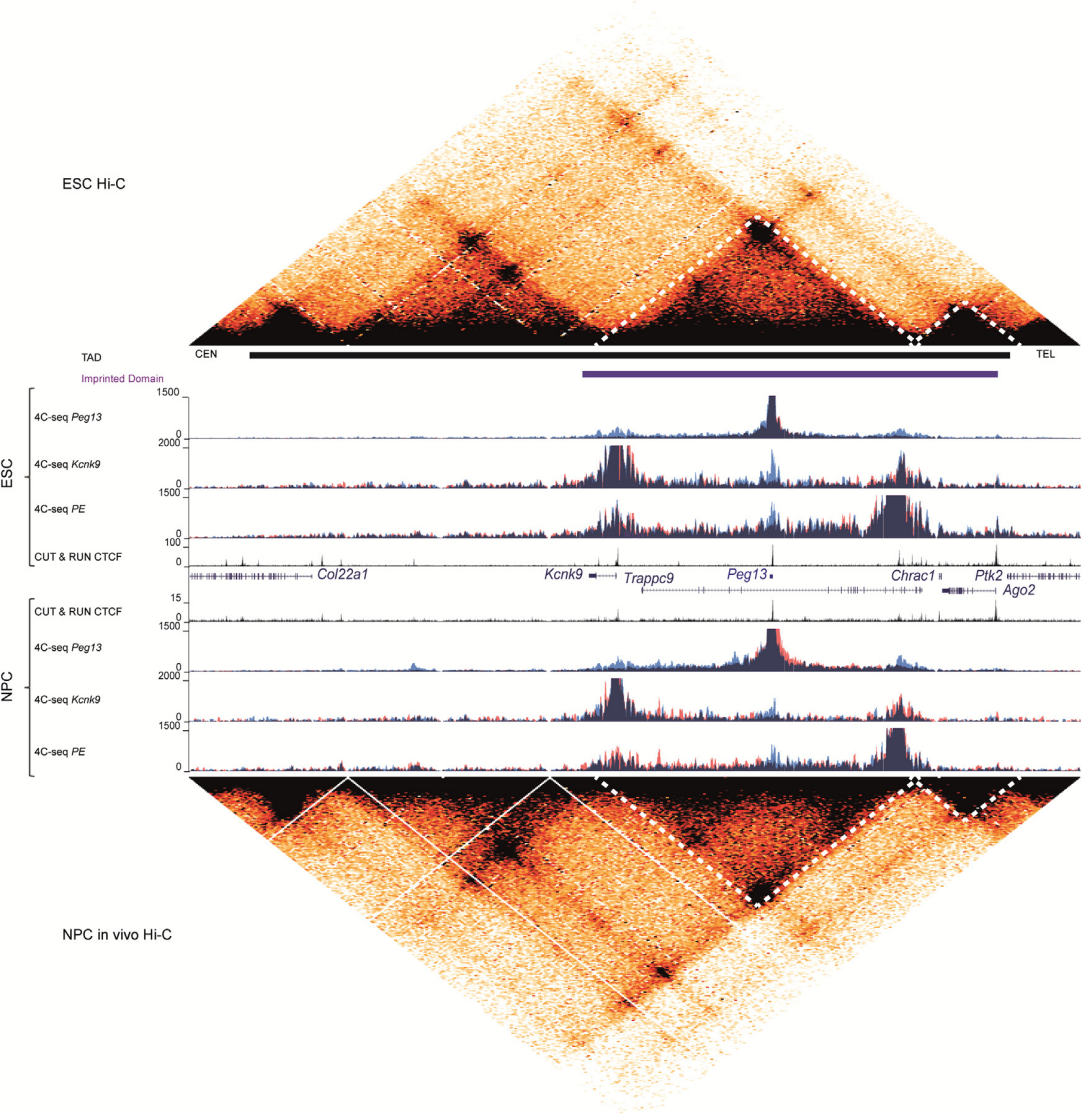
The *Peg13* DMR and PE interactomes structure the higher-order chromatin conformation at the *Peg13* domain Genome Browser view for the TAD at the *Peg13* domain in ESCs (top panel) and NPCs (bottom panel) to show re-analyzed Hi-C data, allelic 4C-seq from the *Peg13* DMR, *Kcnk9* promoter, and the PE viewpoints and CTCF C&R signals. The 4C-seq data, obtained from B/J material, are shown by merging the allelic signals; contacts mediated by the paternal and maternal alleles are in blue and red, respectively. The sub-TADs that divide the imprinted domain are indicated by a dotted line.

Interestingly, in ESCs, this higher-order chromatin structure could not completely isolate sub-TADs or domains from each other. Indeed, the 4C-seq signal obtained for the PE region was mainly, but not entirely, restricted to the centromeric sub-TAD. It was also, albeit to a lesser extent, observed in the telomeric region, including at the *Ago2* promoter (Figure 5). In addition, PE strongly contacted the *Kcnk9* promoter from both alleles, despite the *Peg13* DMR-associated sub-domains on the paternal allele (Figures 5 and S5).

In NPCs, PE contacts were restricted to the centromeric sub-TAD. This coincided with a stronger interaction at the sub-TAD boundary (arrow *b* in Figure S5) that may enhance its insulating capacity (Figures 5 and S5). Along this centromeric sub-TAD, the pattern observed in ESCs remained largely stable also in NPCs, with a conserved, albeit weaker, contact from the paternal allele with the *Peg13* DMR. In addition, the nature of the strong contact with the *Kcnk9* promoter, also observed in the Hi-C data (arrow *a* in Figure S5), changed from biallelic in ESCs to maternally biased, but still biallelic, in NPCs. This change occurred along the entire sub-TAD where we observed preferential maternal and paternal interactions with the regions located on either side of the *Peg13* DMR, respectively (Figure S5).

These data mirror and support those obtained from the 4C-seq data analysis using the *Peg13* DMR and *Kcnk9* promoter as viewpoints (Figures 4 and 5). They highlighted that the *Peg13* DMR organizes the centromeric sub-TAD into two paternal sub-domains that isolate the *Kcnk9* promoter from the PE on the paternal allele. However, this structure might be circumvented in ESCs where PE strongly contacted *Kcnk9* (both alleles), indicating that these contacts precede *Kcnk9* imprinted expression. In NPCs, and consistent with the gain of maternal expression of *Kcnk9*, contacts between PE and the promoter occurred preferentially, although not exclusively, on the maternal allele (Figures 5 and S5).

### PE shows features of a biallelically active enhancer in ESCs, NPCs, and neonatal brain

The PE intronic region is one of the enhancers annotated using mouse transgenic experiments^53^ with activity in the mouse brain (dataset ID: mm1679 in Vista Enhancer Browser). This finding and our chromatin structure data suggest that this intronic region could be an enhancer for both *Peg13* and *Kcnk9* but that the contacts already established in ESCs are not sufficient to induce maternal *Kcnk9* expression and increased paternal *Peg13* expression.

Therefore, we performed an integrative analysis to determine whether the changes in the molecular signature at this region could account for the change in *Kcnk9* and *Peg13* expression between ESCs and NPCs. Analysis of non-allelic ATAC-seq and WGBS datasets indicated that this region was in an open chromatin configuration, with a strong ATAC-seq signal and DNA methylation depletion in both cell types and brain tissues (Figures 6A and S6). Allelic ChIP-seq, C&R (both performed using samples derived from the two reciprocal crosses), and ChIP-qPCR demonstrated that, in both ESCs and NPCs, as well as in neonatal brain tissue, several permissive/activating marks, including H3K27ac (a signature of active enhancers), were enriched on both alleles, whereas the repressive H3K27me3 mark was absent (Figures 6A and S6B). Besides the histone signature, active enhancers also produce non-coding RNAs called enhancer RNAs (eRNAs).^54^ Refined analysis of allelic RNA-seq data identified a biallelically expressed RNA that originated from this region in NPCs and embryonic brain tissues (Figures 6C and S6C). Time-course analysis by RT-qPCR confirmed that this RNA was biallelically expressed and that its expression slightly increased as ESCs differentiated into NPCs and was maintained in neonatal brains (Figure 6D).

**Figure 6:**
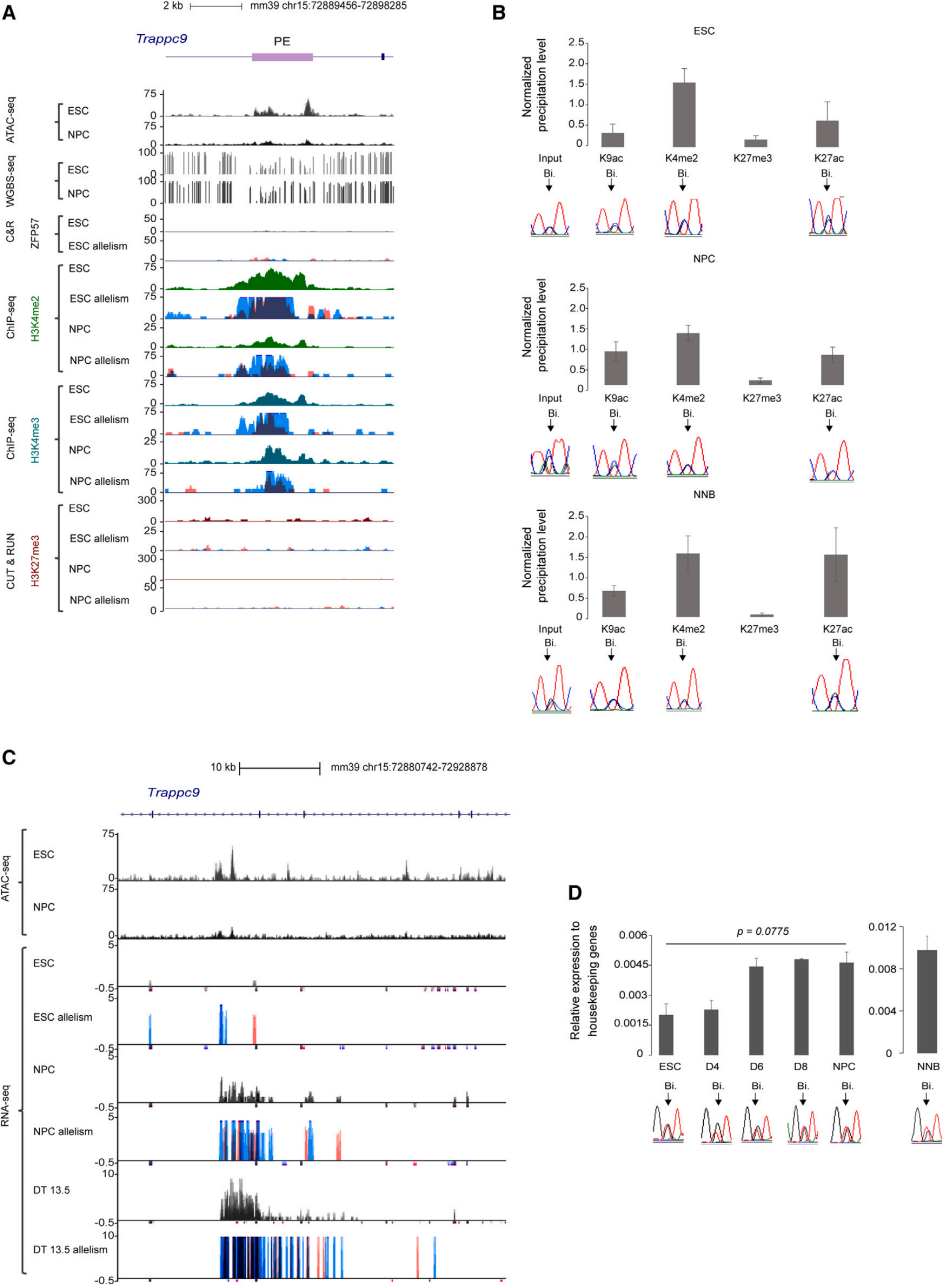
PE molecular signature dynamics during neural commitment (A) Genome Browser view at the intronic PE region to show ATAC-seq, methylation (WGBS), ZPF57, H3K4me2, H3K4me3, and H3K27me3 enrichment data in ESCs and NPCs. For ZFP57 and the histone marks, data shown were obtained from B/J material; the quantitative and the merged parental allelic signals are shown in the upper and lower panels, respectively. Maternal and paternal enrichments are in red and blue, respectively. (B) Chromatin analysis following native ChIP-qPCR to analyze the deposition of the indicated histone marks. The precipitation level was normalized to that obtained at the *Rpl30* promoter (for H3K27ac, H3K4me2, and H3K4me3), the *HoxA3* promoter (for H3K27me3), and IAP (for H3K9me3). For each condition, values are the mean of at least three independent ChIP experiments (n), each performed in duplicate in B/J ESCs (n = 4), NPCs (n = 3), and NNB (n = 4). The allelic distribution of each histone mark was determined by direct sequencing of the sample-specific PCR products containing a strain-specific SNP in the analyzed region; representative data are shown. (C) Genome Browser view at the PE region to show the allelic-oriented RNA-seq signal in B/J ESCs, NPCs, and embryonic DT; re-analyzed data from Bouschet et al. For each condition, the quantitative and the merged parental allelic RNA-seq signals are shown in the top and bottom panels, respectively. Maternal and paternal expression levels are in red and blue, respectively. (D) RT-qPCR analyses to assess PE-associated eRNA expression in B/J ESCs (n = 3), at the day 4 (D4; n = 2), D6 (n = 2), D8 (n = 2), and NPC (D12; n = 3) stages of *in vitro* corticogenesis, and in B/J NNBs (n = 4). Statistical significance was determined with the unpaired t test (p values in the figure). The parental origin of expression is shown in the lower panel. (B and D) Data are the mean ± SEM.

Altogether, these observations suggest that the CTCF-bound region in the *Trappc9* intron is a *bona fide* biallelic enhancer that is pre-loaded in an active, but not productive, configuration on the *Kcnk9* promoter in ESCs. Increased activity during ESC differentiation into NPCs and then in neonatal brain is associated with an increase in biallelic eRNA production.

Notably, we also observed that eRNA expression was maternally biased in adult brain (Figure S6D) and by data mining^55^ that H3K27ac was enriched on the maternal allele of the PE region in the frontal cortex of adult mice (Figure S6E). This suggests that the enhancer activity can switch from a biallelic to a maternal bias in adult brain.

## Discussion

In this study, we wanted to understand the regulation of the *Peg13-Kcnk9* domain during neural commitment. Our mouse stem cell-based corticogenesis model combined with integrative analyses of multiple layers of regulation allowed obtaining a comprehensive view of the molecular events that take place during the establishment of *Kcnk9* maternal expression. We found that, despite the allelic higher-order chromatin structure associated with CTCF, enhancer-*Kcnk9* promoter contacts occurred on both alleles, but they were productive only on the maternal allele. This observation challenges the canonical model in which CTCF binding acts as a chromatin boundary and suggests a more refined role for allelic CTCF binding at this DMR and the resulting allelic chromatin loops at this locus.

The molecular patterns detected at the *Peg13* locus using our stem cell-based corticogenesis model were in agreement with previous *in vivo* observations. This consistency in imprinted gene expression patterns, chromatin signature/conformation, and eRNA production provides additional evidence that our *in vitro* corticogenesis model recapitulates the complex regulations that occur *in vivo* during early brain development.^21^ Our observations are also consistent with the results of a study on human brain tissue,^24^ thus suggesting that the mechanisms of the *Peg13-Kcnk9* domain regulation are evolutionarily conserved. Therefore, our study provides the basis to investigate the etiology of neurodevelopmental and neurological disorders associated with this locus. Particularly, in addition to the documented missense *Kcnk9* mutations,^32^^,^^33^ the enhancer appears to be another target region for mutation and/or epigenetic alteration screening in patients with suspected Birk-Barel syndrome.

The observation that, in ESCs and NPCs, *Kcnk9* and the *Peg13* DMR are located in a different sub-TAD compared with *Trappc9*, *Chrac1*, and *Ago2* provides a framework to explain the absence of imprinting in the last three genes in these cell types and more globally in the developing brain. More studies are required to determine whether and how this higher-order chromatin structure is reorganized later during brain development to allow the *Peg13* DMR to direct the mechanism by which *Trappc9*, *Chrac1*, and *Ago2* switch from biallelic to preferential maternal expression in postnatal brain. However, the recent suggestion that enhancer-promoter interactions may be “memorized” to influence promoter activity later in development^56^^,^^57^^,^^58^ questions whether the inter-sub-TAD interactions observed between the enhancer and the *Ago2* promoter in ESCs may contribute to instruct imprinted expression at later developmental stages.

Consistent with its germline DMR status,^23^ our data suggest that the *Peg13* promoter is the ICR of the locus. Indeed, it exhibits the characteristic allelic molecular feature of an ICR and its maternal methylation is required to control the maternal expression of *Kcnk9*, located approximately 250 kb away. Moreover, it is the only region of the domain that recruits CTCF in a parental allele-specific manner. It is reasonable to assume that the resulting higher-order chromatin structure differences between parental alleles provide a framework in which this ICR can impose the imprinted transcriptional program along the domain, as observed at the *H19-Igf2* and *Dlk1-Gtl2* imprinted loci.^15^ However, the underlying mechanism does not follow the canonical model in which parental-specific chromatin loops mediated by CTCF restrict enhancer-promoter interactions to the expressing allele only.^15^^,^^17^ As previously documented for a minority of enhancer-promoter pairs,^50^^,^^58^ *Kcnk9* promoter-enhancer interactions are pre-established in ESCs that do not express *Kcnk9* yet. The absence of *Kcnk9* expression at this stage, despite the enhancer active signature, is intriguing. This may be explained by a cell context-dependent dual function of this regulatory element. As observed for other human and mouse regulatory elements,^59^^,^^60^ it can recruit repressor or activator factors in ESCs and neural cells, respectively. More surprisingly, the enhancer-promoter contacts occur from both alleles, although they are only productive from the maternal allele after differentiation.

These observations suggest an interplay between the pre-existing chromatin structure, the allelic CTCF binding at the *Peg13* DMR, and the transcriptional machinery to shape imprinted expression during neural differentiation. In this model (Figure 7), the sub-TAD anchored to the 5′ part of *Trappc9* and to the *Kcnk9* intron provides a higher-order chromatin structure where CTCF-anchored chromatin loops (not informative at this stage) are formed in ESCs. Upon differentiation and recruitment of activator transcription factors to the enhancer, this structural organization guides productive contacts. On the paternal allele, the pre-existing interactions of the *Peg13* DMR with the enhancer and *Kcnk9* promoter allow the gain of *Peg13* expression and keep *Kcnk9* silent. Specifically, we propose that rather than isolating the enhancer from the promoter, the CTCF-mediated loops induce a three-way *Kcnk9* promoter-*Peg13* promoter-enhancer contact, where promoter competition for transcription factors and/or a physical barrier formed by the *Peg13* DMR between the *Kcnk9* promoter and the enhancer keep *Kcnk9* silent. It has been proposed that this kind of multi-way interaction between enhancers and promoters, facilitated by the ordered chromatin structure, regulates the temporal expression along the α-globin locus.^61^^,^^62^ Moreover, there are several examples of an active promoter between an enhancer and another promoter that reduces the activity of the distal promoter.^63^^,^^64^^,^^65^ The absence of any specific interaction on the paternal allele other than with the *Peg13* DMR and the absence of a strong repressive signature, such as DNA methylation, on the *Kcnk9* promoter rule out the action of a silencer and suggest that this is the main mechanism of *Kcnk9* silencing maintenance. The allelic *Peg13* DMR-associated sub-domains and enhancer-*Kcnk9* promoter interactions we detected on the paternal allele fit with this three-way contact model. On the maternal allele, the pre-existing interaction between the enhancer and the *Kcnk9* promoter induces its maternal expression. Moreover, the associated recruitment of RNAPolII, which promotes enhancer-promoter interactions,^66^ will influence the chromatin structure by strengthening enhancer-*Kcnk9* promoter and enhancer-*Peg13* DMR interactions on the maternal and paternal alleles, respectively. These interactions will become stronger as expression increases. This model, which remains to be validated, explains the enhancer allelic specificity despite biallelic interactions with *Kcnk9* and provides an alternative to the canonical isolation model. This model is supported also by the findings of a recent study that overlap and complement our results. Specifically, CRISPR-induced ectopic activation of the *TrappC9* intronic enhancer identified here induced ectopic maternal expression of *Kcnk9* in ESCs. Moreover, their HiC capture data showed that the interaction between this enhancer region and the *Kcnk9* promoter is biallelic in ESCs and maternally biased but biallelic in *in vitro*-induced neurons and brain tissue.^67^

**Figure 7:**
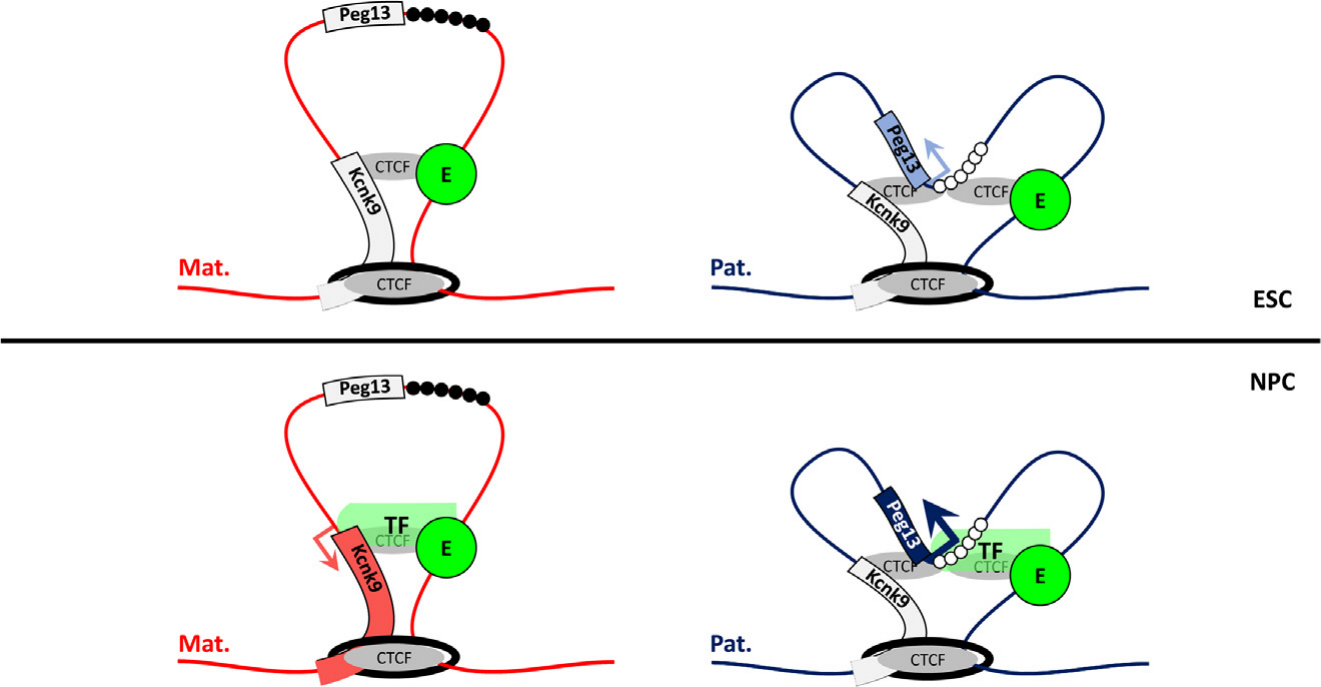
Working model The sub-TAD anchored to CTCF-bound regions in the *Kcnk9* intron and the 5′ part of *Trappc9* provides a higher-order chromatin structure in which CTCF-anchored chromatin loops lead to a three-way *Kcnk9* promoter-*Peg13* promoter/DMR-enhancer (E) interaction on the paternal allele (Pat.). Due to *Peg13* DMR methylation (black circles), interaction occurs only between the *Kcnk9* promoter and the enhancer on the maternal allele (Mat.). This scaffold is present but not yet informative in ESCs. During ESC differentiation into NPCs, it directs productive contacts and recruitment of *ad hoc* activator transcription factors (TF) at the enhancer. On the paternal allele, the pre-existing three-way interaction provides a structure in which the *Peg13* DMR acts as a physical barrier between the *Kcnk9* promoter and the enhancer, allowing the gain of *Peg13* expression while keeping *Kcnk9* silent. On the maternal allele, the pre-existing interaction between the enhancer and *Kcnk9* promoter induces its maternal expression. The transcription machinery will in turn affect the chromatin structure by strengthening this interaction on the maternal allele as expression increases.

Our data are also in line with those obtained in a recent allelic chromatin conformation analysis in human cells showing that the CTCF-mediated insulator model described at the *IGF2-H19* locus is not applicable to all imprinted loci.^68^ Indeed, our observation supports the hypothesis that, although CTCF binds to many ICRs on their unmethylated allele,^69^ its function may not be universal at imprinted loci where it may act through different mechanisms.

## Data and code availability

• The data generated in this study have been deposited at the GEO data repository under the accession number GEO: GSE244147 and are publicly available as of the date of publication. Original data are available from the lead contact (philippe.arnaud@uca.f) on request.
• This paper does not report original codes.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Biallelic non-productive enhancer-promoter interactions precede imprinted expression of Kcnk9 during mouse neural commitment
**Source:** HGG Adv. 2024 Jan 30;5(2):100271. doi: 10.1016/j.xhgg.2024.100271
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S3

## **Supplemental information**

**Biallelic non-productive enhancer-promoter  
interactions precede imprinted expression of *Kcnk9*  
during mouse neural commitment**

**Cecilia Rengifo Rojas, Jil Cercy, Sophie Perillous, Céline Gonthier-Guéret, Bertille Montibus, Stéphanie Maupetit-Méhouas, Astrid Espinadel, Marylou Dupré, Charles C. Hong, Kenichiro Hata, Kazuhiko Nakabayashi, Antonius Plagge, Tristan Bouschet, Philippe Arnaud, Isabelle Vaillant, and Franck Court**

## Supplemental figures and tables :

**Figure S1:** In the corticogenesis model, expression patterns at the *Peg13* domain recapitulate those observed in embryonic brain *in vivo*

**Figure S2:** DNA methylation is lost at the *Peg13* DMR in E9.5 *Dnmt3l*<sup>-/+</sup> embryos

**Figure S3:** *Peg13* DMR and *Kcnk9* methylation patterns

**Figure S4:** Parental allelic 4C-seq signals for the *Peg13* DMR viewpoint in ESCs and NPCs

**Figure S5:** The *Peg13* DMR and *PE* interactomes organize the higher-order chromatin conformation at the *Peg13* domain

**Figure S6:** PE molecular signature dynamics during neural commitment

**Table S1:** Reagent and Resource

**Table S2:** Details of the primers used in this study

**Table S3:** Details of the antibodies used in this study

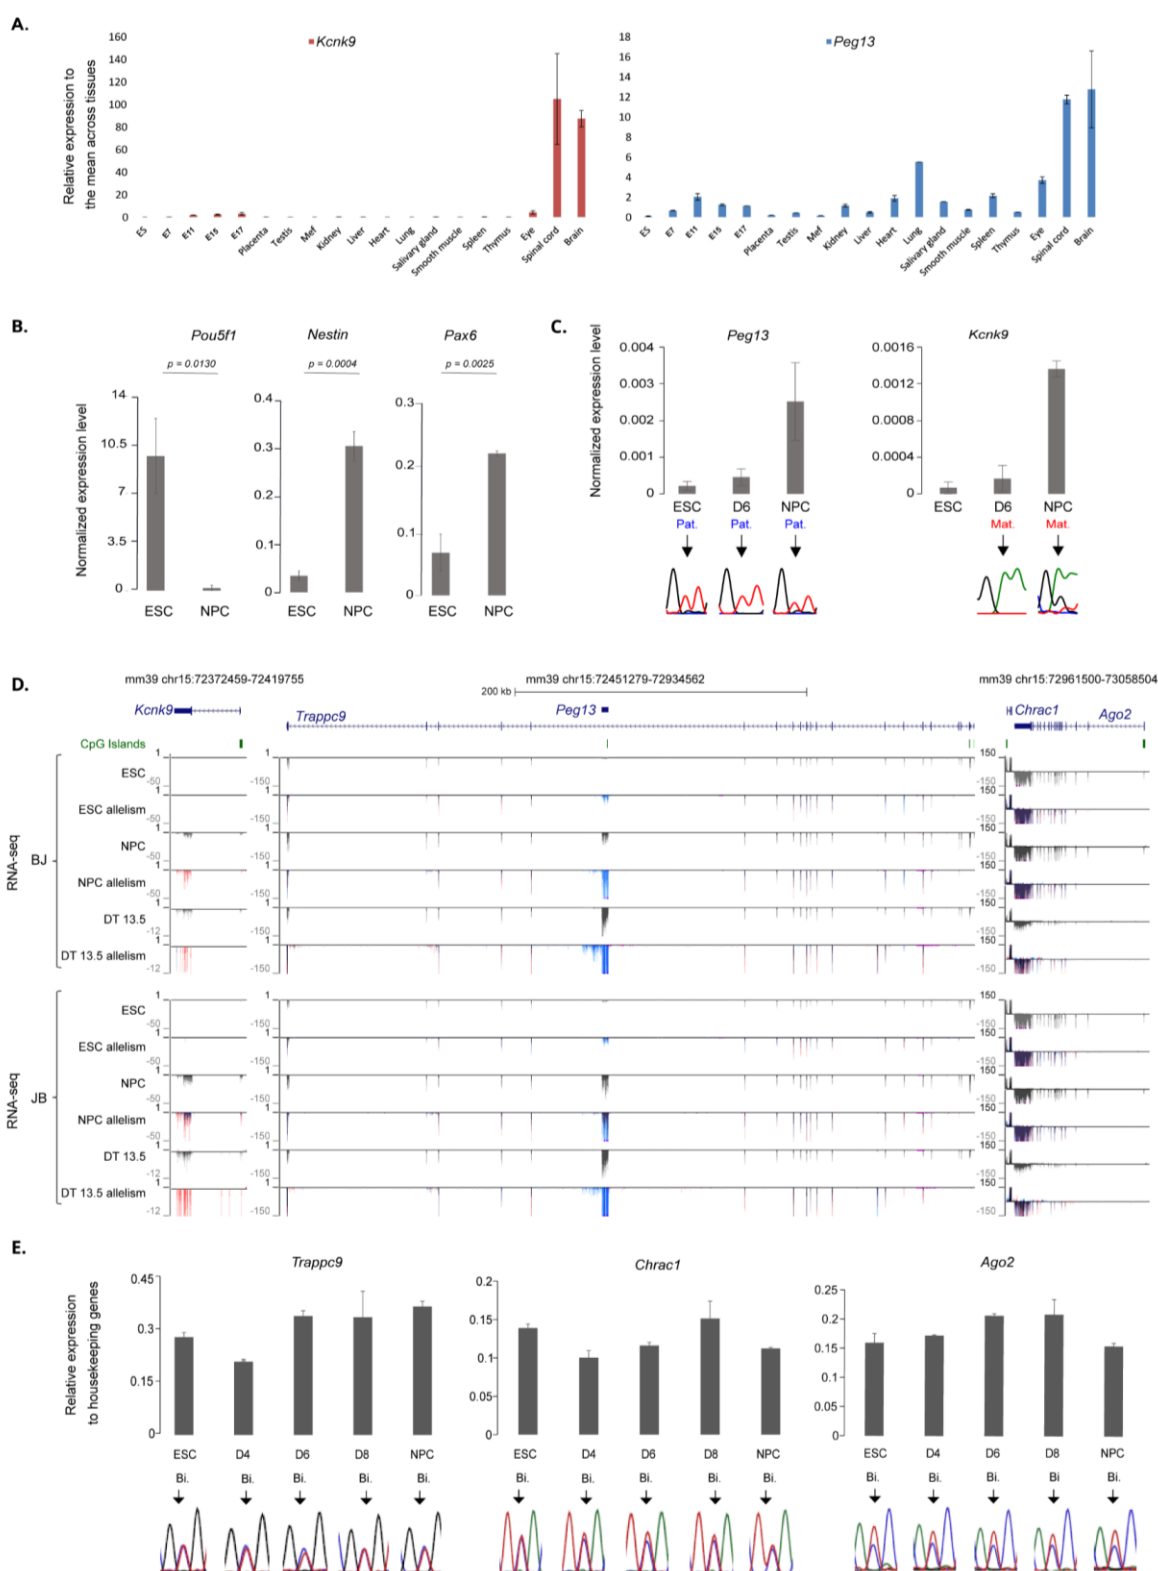

**Figure S1: In the corticogenesis model, expression patterns at the *Peg13* domain recapitulate those observed in embryonic brain *in vivo***

**A)** Microfluidic-based RT-qPCR analysis of *Kcnk9* and *Peg13* expression in the indicated tissues and cell types. Results are presented as the fold enrichment of the mean expression level detected in all tissues, after normalization to the geometric mean of the expression of the three housekeeping genes *Arbp*, *Gapdh* and *Tbp*. Data were from two independent experiments, each analyzed in duplicate. **B)** *Pou5f1*, *Nestin* and *Pax6* expression levels in ESCs ( $n=6$ ) and in NPCs at day 12 (D12) ( $n=6$ ) of *in vitro* corticogenesis. P values determined with the unpaired t test. **C)** Quantitative RT-PCR analysis of *Kcnk9* and *Peg13* expression levels in J/B ESCs ( $n=3$ ), at D6 ( $n=3$ ) of *in vitro* corticogenesis and in NPCs (D12;  $n=3$ ). The parental origin of expression is shown below. **D)** Quantitative RT-PCR analysis of the expression levels of *Trappc9*, *Chr1* and *Ago2* in B/J ESCs ( $n=4$ ) and at the D4 ( $n=2$ ), D6 ( $n=2$ ), D8 ( $n=2$ ), and NPC (D12;  $n=4$ ) stages of *in vitro* corticogenesis. The parental origin of expression is shown below. **E)** Genome browser view at the *Peg13* domain to show the allelic oriented RNA-seq signal in B/J (upper panel) and J/B (lower panel) ESCs, NPCs and embryonic dorsal telencephalon (DT); re-analyzed data from 21. 

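On chromosome 15, *Peg13* lies inside *Trappc9*, and *Chrac1* and *Ago2* lie in the same domain. The total expression of *Trappc9*, *Chrac1* and *Ago2* was taken from the same 8 libraries, both alleles together. *Trappc9* (minus strand, 72461467 to 72934559) was read at 28.5 ± 3.90 CPM (SD, n = 4 libraries) in ESCs and 42.5 ± 5.41 CPM (n = 4) in NPCs, a log2 fold change of 0.10 (standard error 0.163, adjusted p = 0.601 from edgeR's quasi-likelihood test). For this gene the scaling decided the call, with a log2 fold change of 0.58 (adjusted p = 0.0121) on library totals and 0.75 (adjusted p = 0.00873) after scaling to *Gapdh*, *Gusb* and *Tbp*, and the adjusted p lay between 0.00873 and 0.93 over its alternatives. *Chrac1* (plus strand, 72962241 to 72969403) fell from 24.8 ± 1.99 CPM to 16.0 ± 1.19 CPM, a log2 fold change of -1.11 (standard error 0.167, adjusted p = 6.63e-04 from edgeR). *Ago2* (minus strand, 72967693 to 73056784) was read at 186 ± 30.6 CPM in ESCs and 165 ± 24.5 CPM in NPCs, with a log2 fold change of -0.66 (standard error 0.174, adjusted p = 0.0101 from edgeR). On library totals the change of *Ago2* was -0.17 (adjusted p = 0.376), and its adjusted p lay between 0.00162 and 0.967 over its alternatives. Relative to the housekeeping genes, the NPC/ESC ratio was 1.68 for *Trappc9*, 0.718 for *Chrac1* (p = 0.0286 for each) and 0.993 for *Ago2* (p = 0.914, two-sided exact permutation tests). With *Rplp0* in place of *Gusb* the ratio of *Chrac1* was 1.10 and that of *Ago2* 1.51, so their direction depended on the reference genes. Within B/J, the log2 fold changes of *Trappc9*, *Chrac1* and *Ago2* were -0.09, -1.12 and -0.54, and within J/B they were 0.29, -1.10 and -0.78. The paper's SNP of *Trappc9* is at position 72897886 in exon 6, with the plus-strand reference sequence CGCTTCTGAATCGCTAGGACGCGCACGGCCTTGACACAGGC and the JF1 allele G21A, counted from 1 at the 5′ end. That of the PE region is at position 72895020 in intron 6 of *Trappc9*, with the sequence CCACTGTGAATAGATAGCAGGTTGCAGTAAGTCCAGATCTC and the JF1 allele G21T, and lies 212.8 kb from the start of *Peg13* and 475.5 kb from that of *Kcnk9*.

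**Figure D2:**
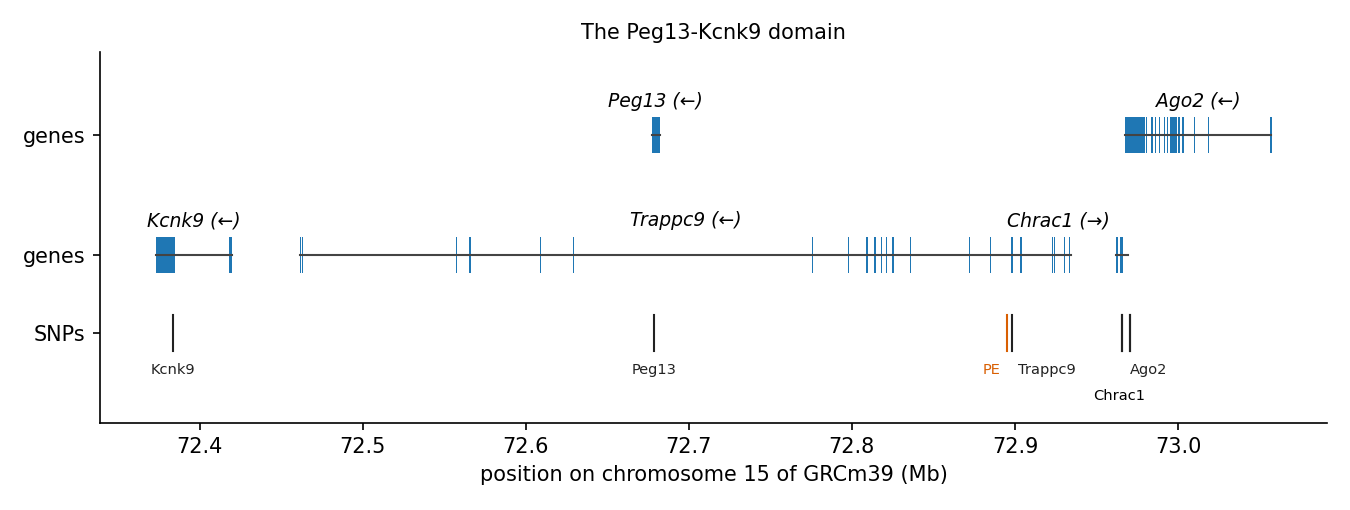
Map of the *Peg13*-*Kcnk9* domain drawn to scale in Mb of chromosome 15 of GRCm39, with the exons of each gene's canonical transcript as blocks, arrows for the direction of transcription, and lines at the SNPs that the paper lists for the genes and for the PE region. *Peg13* and the PE SNP both lie within the span of *Trappc9*.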

For each condition the quantitative and the merged allelic RNA-seq signals are shown in the upper and lower panel, respectively. Maternal and paternal expression levels are shown in red and blue, respectively. In **B)** to **D)** results are presented as the percentage of expression relative to the geometric mean of the expression of the three housekeeping genes *Gapdh*, *Gus* and *Tbp*. Data are the mean  $\pm$  SEM.

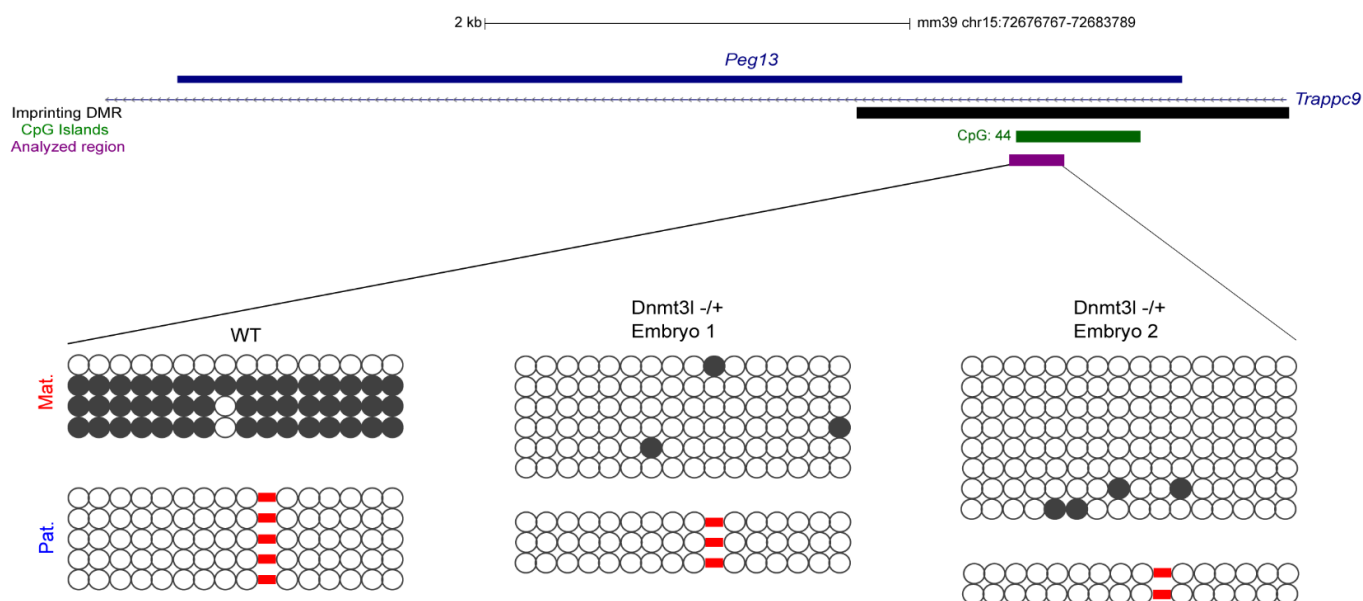

**Figure S2: DNA methylation is lost at the *Peg13* DMR in E9.5 *Dnmt3l*<sup>-/-</sup> embryos**

Map of the mouse *Peg13* locus showing the CpG islands (CGI) as described in the UCSC Genome Browser. The region analyzed by whole-genome bisulfite sequencing is shown in purple. The lower panel shows bisulfite sequencing-derived data from one wild type (WT) and two *Dnmt3l*<sup>-/-</sup> E9.5 embryos. Each horizontal row of circles represents the CpG dinucleotides on a single chromosome. Solid circles, methylated CpG dinucleotides; open circles, unmethylated CpG dinucleotides. Parental origin (Mat., maternal; Pat., paternal) was determined using strain-specific SNPs. Red rectangles indicate CpGs that are missing due to parental allele specific SNPs.

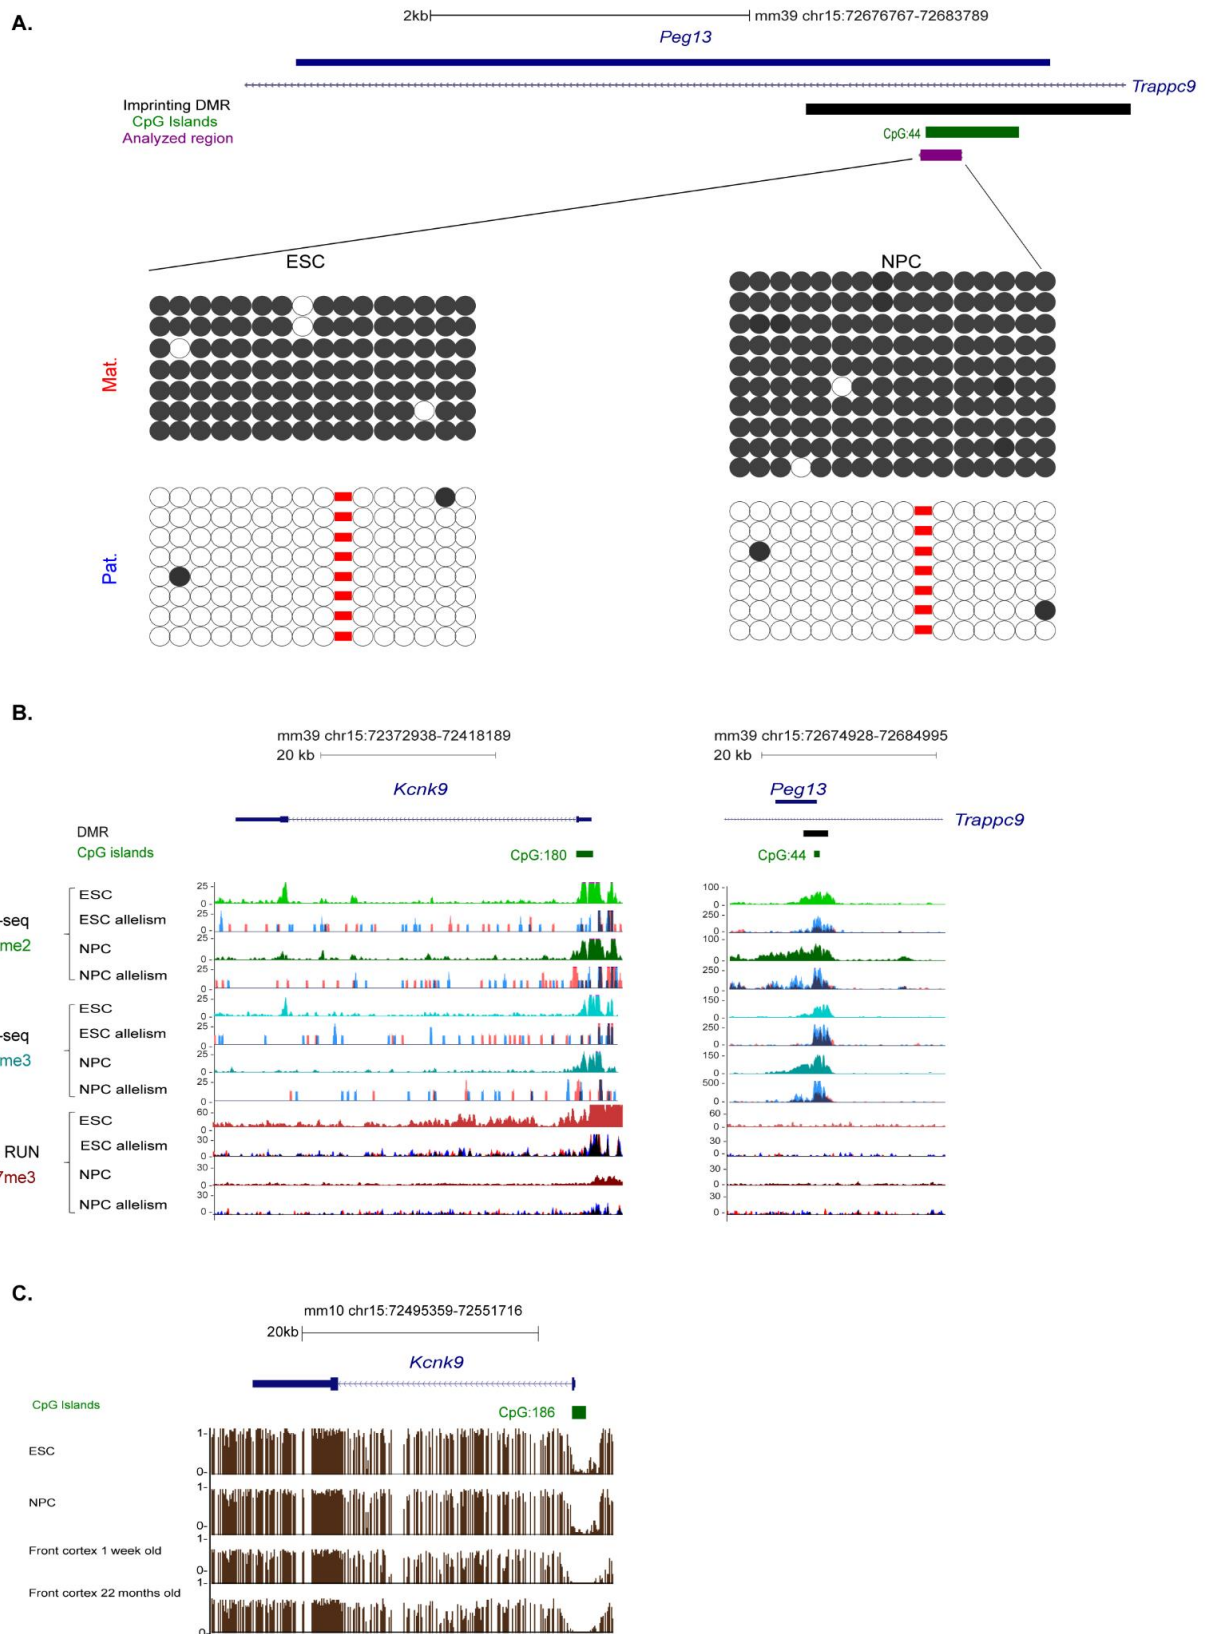

**Figure S3: *Peg13* DMR and *Kcnk9* methylation patterns**

**A)** Map of the mouse *Peg13* locus showing the CpG islands (CGI) as described in the UCSC Genome Browser. The region analyzed by bisulfite sequencing is shown in purple. The lower panel shows bisulfite sequencing-derived data from ESCs and NPCs. Each horizontal row of circles represents the CpG dinucleotides on a single chromosome. Solid circles, methylated CpG dinucleotides; open circles, unmethylated CpG dinucleotides. Parental origin (Mat., maternal; Pat., paternal) was determined using strain-specific SNPs. Red rectangles indicate CpGs that are missing due to parental allele specific SNPs. **B)** Genome Browser view at the *Kcnk9* and *Peg13* loci to show CpG island (CGI) positions and H3K4me2, H3K4me3 and H3K27me3 enrichment in J/B ESCs and NPCs. The quantitative and the merged parental allelic signals are shown in the upper and lower panels, respectively. Maternal and paternal enrichments are shown in red and blue, respectively. **C)** Genome Browser view at the *Kcnk9* locus to show the CpG island (CGI) position and non-allelic WGBS methylation dataset from mouse ESCs, NPCs and frontal cortex.

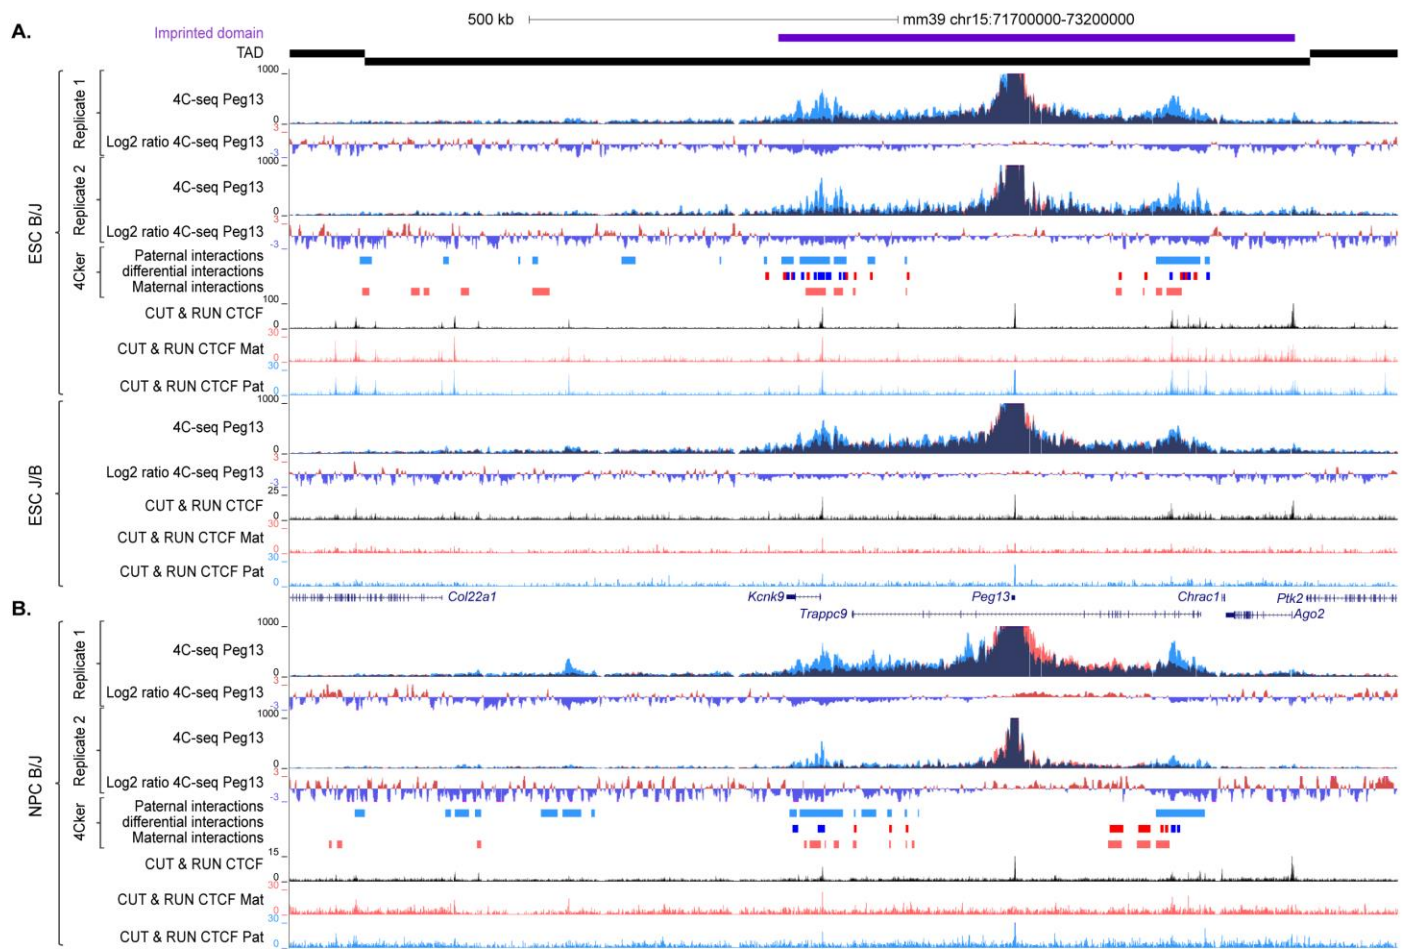

**Figure S4: Parental allelic 4C-seq signals for the *Peg13* DMR viewpoint in in ESCs and NPCs**

**A)** Similar parental allelic 4C-seq signals for the *Peg13* DMR viewpoint in B/J and J/B ESCs. Genome browser view at the *Kcnk9 -Trappc9* region to show B/J (upper panel; n=2) and J/B (lower panel, n=1) ESC allelic 4C-seq data for the *Peg13* DMR viewpoint and CTCF C&R signals. **B)** Parental allelic 4C-seq signals for the *Peg13* DMR viewpoint in duplicate (n=2) in B/J NPCs. In **A)** and **B)** 4C-seq data are shown by merging the allelic signals; contacts mediated by the paternal and maternal alleles are shown in blue and red, respectively. The maternal/paternal interaction ratio is indicated. Paternal (blue), maternal (red) and significant ( $p < 0.05$ ) allelic differential interactions, identified with the 4Cker tool, are shown. The relative positions of the TAD and the imprinted domain are shown. *Peg13* DMR interactions are largely confined to the imprinted domain within the TAD.

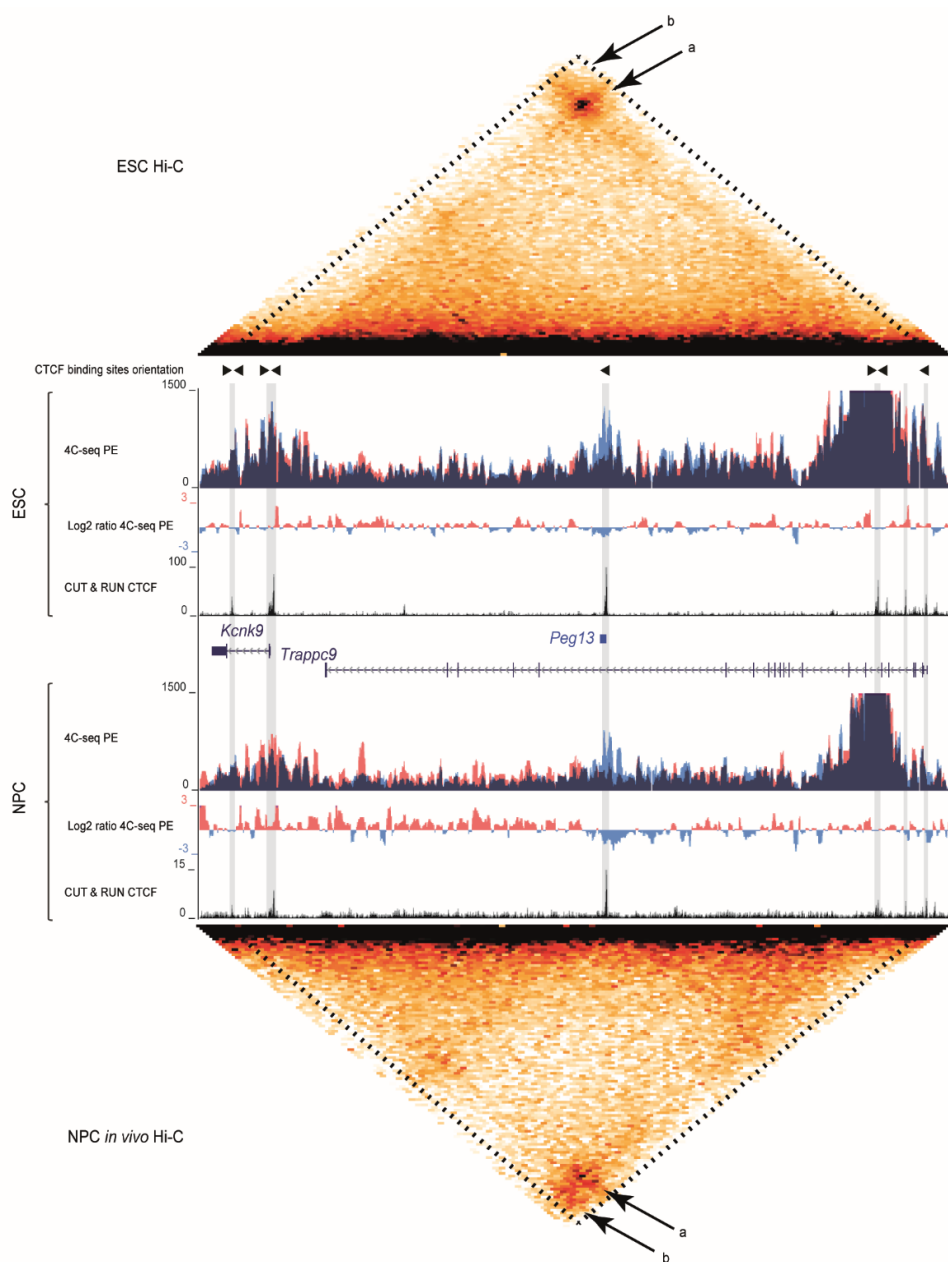

**Supp Figure 5: The *Peg13* DMR and PE interactomes organize the higher-order chromatin conformation at the *Peg13* domain**

Genome Browser view at the *Kcnk9* -*Trappc9* region in ESCs (upper panel) and NPCs (bottom panel); re-analyzed Hi-C data, allelic 4C-seq data for the *Peg13* DMR, *Kcnk9* promoter and the PE viewpoints and CTCF C&R signals. 4C-seq data are presented by merging the allelic signals, contacts mediated by the paternal and maternal alleles are shown in blue and red, respectively. The maternal/paternal interaction ratio is indicated where. The sub-TAD containing the *Kcnk9*-*Peg13* region is delineated by a dotted line; a and b denote the contact between PE and the *Kcnk9* promoter and between PE and the intronic regions, respectively. The orientation of CTCF binding sites is indicated by arrows.

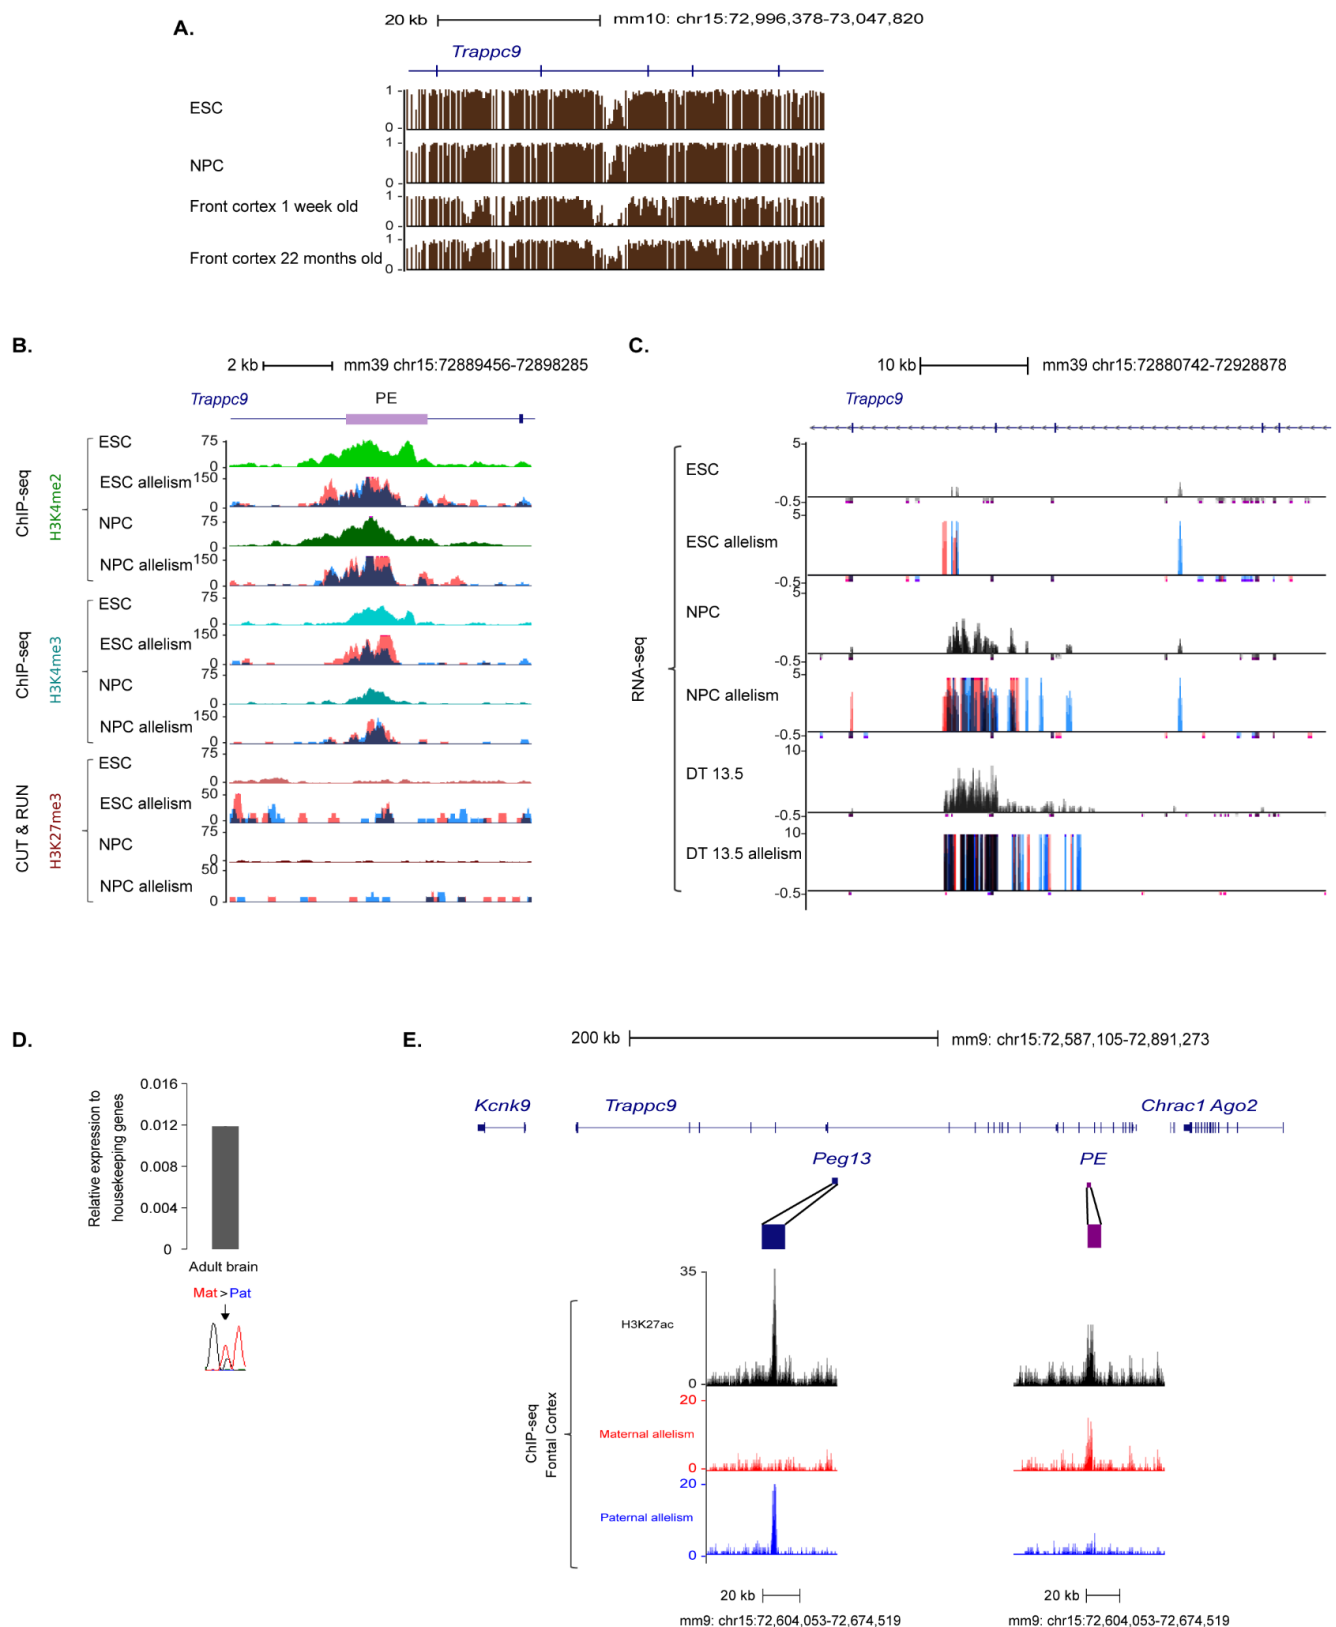

**Supp Figure 6: The *Peg13* DMR and *PE* interactomes organize the higher-order chromatin conformation at the *Peg13* domain**

**A)** Genome Browser view at the *PE* region (highlighted in gray) to show non-allelic WGBS methylation data from mouse ESCs, NPCs and frontal cortex. **B)** Genome browser view at the intronic *PE* region to show ZPF57, H3K4me2, H3K4me3 and H3K27me3 enrichment in J/B ESCs and NPCs. The quantitative and the merged parental allelic signals are shown in the upper and lower panels, respectively. Maternal and paternal enrichments are in red and blue, respectively. **C)** Genome browser view at the *PE* region to show the allelic oriented RNA-seq signals in J/B ESCs, NPCs and embryonic dorsal telencephalon (DT); re-analyzed data from 21. For each condition, the quantitative and the merged parental allelic RNA-seq signals are shown in the top and bottom panels, respectively. Maternal and paternal expression are in red and blue, respectively. **D)** Quantitative RT-PCR analyses to assess *PE*-associated eRNA expression in adult brains (n=2). Data are the mean  $\pm$  SEM. The parental origin of expression is shown below. **E)** Genome Browser view at the *Peg13* and *PE* regions to show allelic H3K27ac enrichment in adult mouse frontal cortex.

| <b>Table S1 : REAGENT or RESOURCE</b>                | <b>SOURCE</b>     | <b>IDENTIFIER</b>               |
|------------------------------------------------------|-------------------|---------------------------------|
| <b>Antibodies</b>                                    |                   |                                 |
| Anti-chicken IgY (IgG) (ChIP-qPCR)                   | Sigma-Aldrich     | C2288-#23M4839                  |
| Anti-H3K9ac (ChIP-qPCR)                              | Merck Millipore   | 06 -942-#2511087-<br>#31636     |
| Anti-H3K4me2 (ChIP-qPCR)                             | Abcam             | Ab32356-<br>#GR253788-9         |
| Anti-H3K4me2 (ChIP-seq)                              | Merck Millipore   | 07-030-#2309072                 |
| Anti-H3K4me3 (ChIP-qPCR and ChIP-seq)                | Diagenode         | 030-050-#1-#3                   |
| Anti-H3K27ac (ChIP-qPCR)                             | Abcam             | Ab4729-#GR251958-<br>1          |
| Anti-H3K27me3 (ChIP-qPCR)                            | Merck Millipore   | 07-449-#3018864-<br>#JBC1865906 |
| Anti-H3K9me3 (ChIP-qPCR)                             | Merck Millipore   | 07-442-#3143890-<br>#2724355    |
| Anti-H3K27me3 (Cut & Run)                            | Diagenode         | C15410210 #A2354-<br>002349     |
| Anti-ZFP57 (Cut & Run)                               | Abcam             | Ab45341-<br>#GR3307123-1        |
| Anti-CTCF (Cut & Run)                                | Diagenode         | C15410210 #A2354-<br>002349     |
| Anti-IgG (Cut & Run)                                 | EpiCypher         | 13-0042K<br>#21337004-13        |
| <b>Biological samples</b>                            |                   |                                 |
| Dnmt3L <sup>-/-</sup> mouse embryos                  | This paper        | N/A                             |
| B/J and J/B neonate mouse brains                     | This paper        | N/A                             |
| B/J and J/B adult mouse brains                       | This paper        | N/A                             |
| <b>Chemicals, peptides, and recombinant proteins</b> |                   |                                 |
| TRIzol Reagent                                       | Life Technologies | 15596018                        |
| DNase                                                | Invitrogen        | 18068-015                       |
| DNase                                                | Promega           | RQ1 M6101                       |
| RNase DNase I                                        | Life Technologies | 1890050                         |
| RNasin Plus Ribonuclease Inhibitor                   | Promega           | N261B                           |
| Sodium chloride                                      | Fisher Chemical   | 10616082                        |
| TritonX-100                                          | Sigma             | T8787                           |
| Glycogen                                             | Roche             | 10901393001                     |
| SDS                                                  | Invitrogen        | 15553-035                       |
| DpnII                                                | Biolabs           | R0543M                          |
| NlaIII                                               | Biolabs           | R0125S                          |
| RNase A                                              | Roche             | EN0531                          |
| Ligase T4 Roche                                      | Roche             | 10799009001                     |
| Proteinase K                                         | Sigma             | P65-56                          |
| Phenol-chloroform-isoamyl                            | Sigma             | 77617                           |
| Nucleic lysis buffer                                 | Sigma             | NUC 101-1KT                     |
| PIC 7X                                               | Roche             | 04 693 159 001                  |
| Sodium butyrate                                      | Sigma             | B5887-5G                        |
| Mnase                                                | NEB               | M0247S                          |
| PBS                                                  | ThermoFisher      | 14190094                        |
| BSA                                                  | Sigma             | A9647                           |
| SYBR Green I Master                                  | Roche             | 04887352001                     |
| ESGRO complete plus medium                           | Millipore         | SF001-500P                      |
| Matrigel® hESC-Qualified Matrix                      | Corning           | 354277                          |

|                                                                                                          |                                                                                                      |                                                         |
|----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------|---------------------------------------------------------|
| B27                                                                                                      | Gibco                                                                                                | 17504001                                                |
| Dynabeads protein A                                                                                      | ThermoFisher                                                                                         | 10002D                                                  |
| DMH1                                                                                                     | Purified by CCH                                                                                      | N/A                                                     |
| <b>Critical commercial assays</b>                                                                        |                                                                                                      |                                                         |
| EZ DNA methylation Gold Kit                                                                              | ZYMO                                                                                                 | D5006                                                   |
| RNeasy Mini Kit 50                                                                                       | Qiagen                                                                                               | 74104                                                   |
| NucleoSpin RNA Plus                                                                                      | Macherey-Nagel                                                                                       | 740984.50                                               |
| Transcriptase Inverse SuperScript IV                                                                     | Invitrogen                                                                                           | 18090050                                                |
| Master Mix TaqMan™ PreAmp                                                                                | Life Technologies                                                                                    | 4488593                                                 |
| TruSeq Stranded mRNA                                                                                     | Illumina                                                                                             | 20020595                                                |
| NEBNext® Ultra™ II RNA Library Prep Kit for Illumina                                                     | NEB                                                                                                  | E7775                                                   |
| CUTANA™ CUT&RUN Kit                                                                                      | Epiccypher                                                                                           | 14-1048                                                 |
| CUTANA™ CUT&RUN Library Prep Kit                                                                         | Epiccypher                                                                                           | 14-1001 & 14-1002                                       |
| Expand™ Long Template PCR System                                                                         | Roche                                                                                                | 11681842001                                             |
| DNA Clean & Concentrator Zymo                                                                            | Qiagen                                                                                               | 28104                                                   |
| High Pure PCR Product Purification Kit                                                                   | Roche                                                                                                | 11732676001                                             |
| Mouse total RNA master panel                                                                             | Ozyme                                                                                                | 636644                                                  |
| Taq-Man PreAmplification Master Mix                                                                      | Life technologies                                                                                    | 4488593                                                 |
| <b>Deposited data</b>                                                                                    |                                                                                                      |                                                         |
| 4C-seq for Peg13 DMR, Kenk9 promoter and PE                                                              | This study                                                                                           | GSE244143                                               |
| ChIP-seq for H3K4me3 and H3K4me2 on ES and NP cells                                                      | This study                                                                                           | GSE244144                                               |
| Cut & Run for H3K27me3, CTCF, ZFP57 on ES and NP cells                                                   | This study                                                                                           | GSE244145                                               |
| RNA-seq on ES and NP cells                                                                               | This study                                                                                           | GSE244146                                               |
| <b>Datasets Reanalyzed</b>                                                                               |                                                                                                      |                                                         |
| Hi-C data for ESCs                                                                                       | <i>Bonev et al., 2017</i>                                                                            | GSM2533818,<br>GSM2533819,<br>GSM2533820,<br>GSM2533821 |
| Hi-C data for in vivo NPC                                                                                | <i>Bonev et al., 2017</i>                                                                            | GSM2533835,<br>GSM2533836,<br>GSM2533837,<br>GSM2533838 |
| ATAC-seq for ESCs and ESC-derived neural progenitor cells                                                | <i>Sood et al., 2020</i>                                                                             | GSE155215                                               |
| ChIP-seq for H3K27ac on frontal cortex from the F1 crosses 129X1/SvJ x Cast/EiJ and Cast/EiJ x 129X1/SvJ | <i>Xie et al., 2012</i>                                                                              | GSM751461,<br>GSM751462                                 |
| RNA-seq on cortex at embryonic day 13.5 from the F1 crosses B6 x JF1 and JF1 x B6                        | <i>Bouschet et al., 2017</i>                                                                         | GSE58523                                                |
| WGS of JF1 strain                                                                                        | <a href="https://ddbj.nig.ac.jp/">https://ddbj.nig.ac.jp/</a>                                        | DRP000326,<br>DRP000984                                 |
| WGBS of ES and NPC                                                                                       | <i>Stadler et al., 2011</i>                                                                          | GSM748786,<br>GSM748788                                 |
| <b>Experimental models: Cell lines</b>                                                                   |                                                                                                      |                                                         |
| BJ Hybrid ESC lines                                                                                      | Previously generated<br><i>Montibus et al., 2021</i>                                                 | N/A                                                     |
| JB Hybrid ESC lines                                                                                      | Previously generated<br><i>Montibus et al., 2021</i>                                                 | N/A                                                     |
| <b>Experimental models: Organisms/strains</b>                                                            |                                                                                                      |                                                         |
| C57Bl/6J mouse strain                                                                                    | Charle rivers                                                                                        | 000664                                                  |
| JF1/Ms mouse train                                                                                       | Provided by “Plateforme<br>Animalerie Paris-Orsay<br>Centre de Recherche-<br>Institut Curie, France” | N/A                                                     |

|                                                           |                                                                                                                                                                   |          |
|-----------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------|
| Dnmt3L <sup>-/-</sup> mouse strain                        | Previously generated<br><i>Hata et al., 2002</i>                                                                                                                  | N/A      |
| <b>Oligonucleotides</b>                                   |                                                                                                                                                                   |          |
| Primers for PCR, qRT-PCR, ChIP, Bisulfite analysis and 4C | In this paper                                                                                                                                                     | Table S1 |
| <b>Web resources, Software and algorithms</b>             |                                                                                                                                                                   |          |
| bamCoverage                                               | <a href="https://gensoft.pasteur.fr/docs/deepTools/3.4.1/content/installation.html">https://gensoft.pasteur.fr/docs/deepTools/3.4.1/content/installation.html</a> | N/A      |
| bcftools                                                  | <a href="http://www.htslib.org/download/">http://www.htslib.org/download/</a>                                                                                     | N/A      |
| bedGraphToBigWig                                          | <a href="http://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/">http://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/</a>                                       | N/A      |
| Biostrings                                                | <a href="https://bioconductor.org/">https://bioconductor.org/</a>                                                                                                 | N/A      |
| Bismark                                                   | <a href="https://www.bioinformatics.babraham.ac.uk/projects/bismark/">https://www.bioinformatics.babraham.ac.uk/projects/bismark/</a>                             | N/A      |
| bowtie2                                                   | <a href="https://bio.sourceforge.net/bowtie2/manual.shtml">https://bio.sourceforge.net/bowtie2/manual.shtml</a>                                                   | N/A      |
| CutAdapt                                                  | <a href="https://cutadapt.readthedocs.io/en/stable/">https://cutadapt.readthedocs.io/en/stable/</a>                                                               | N/A      |
| FourCSeq                                                  | <a href="https://bioconductor.org/">https://bioconductor.org/</a>                                                                                                 | N/A      |
| freebayes                                                 | <a href="https://github.com/freebayes/freebayes">https://github.com/freebayes/freebayes</a>                                                                       | N/A      |
| GenomicRanges                                             | <a href="https://bioconductor.org/">https://bioconductor.org/</a>                                                                                                 | N/A      |
| GraphPad                                                  | <a href="https://www.graphpad.com/">https://www.graphpad.com/</a>                                                                                                 | N/A      |
| HiC-Pro                                                   | <a href="https://github.com/nservant/HiC-Pro">https://github.com/nservant/HiC-Pro</a>                                                                             | N/A      |
| HiTC                                                      | <a href="https://bioconductor.org/">https://bioconductor.org/</a>                                                                                                 | N/A      |
| Jaspar Database                                           | <a href="https://jaspar.elixir.no/">https://jaspar.elixir.no/</a>                                                                                                 |          |
| Macs1.4.2                                                 | <a href="http://liulab.dfci.harvard.edu/MACS/">http://liulab.dfci.harvard.edu/MACS/</a>                                                                           | N/A      |
| Macs2                                                     | <a href="https://github.com/macs3-project/MACS">https://github.com/macs3-project/MACS</a>                                                                         | N/A      |
| picard                                                    | <a href="https://broadinstitute.github.io/picard/">https://broadinstitute.github.io/picard/</a>                                                                   | N/A      |
| R                                                         | <a href="https://cran.r-project.org/">https://cran.r-project.org/</a>                                                                                             | N/A      |
| samtools                                                  | <a href="http://www.htslib.org/download/">http://www.htslib.org/download/</a>                                                                                     | N/A      |
| TopHat2                                                   | <a href="http://ccb.jhu.edu/software/tophat/index.shtml">http://ccb.jhu.edu/software/tophat/index.shtml</a>                                                       | N/A      |
| TrimGalore                                                | <a href="https://github.com/FelixKrueger/TrimGalore">https://github.com/FelixKrueger/TrimGalore</a>                                                               | N/A      |
| UCSC                                                      | <a href="https://genome.ucsc.edu">https://genome.ucsc.edu</a>                                                                                                     | N/A      |
| vcflib                                                    | <a href="https://github.com/vcflib/vcflib">https://github.com/vcflib/vcflib</a>                                                                                   | N/A      |
| Vista enhancer browser                                    | <a href="https://enhancer.lbl.gov/">https://enhancer.lbl.gov/</a>                                                                                                 | N/A      |

|                |                                                                       |            |                                      | Table S2: Details of the primers used in this study  |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
|----------------|-----------------------------------------------------------------------|------------|--------------------------------------|------------------------------------------------------|-------------------|----------------------------------------------------------|-------------------------------------------|------------|--------------------------------------|----------------------------------------------------|------------|-------------------|
|                | Transcript analysis                                                   |            |                                      | ChIP analysis                                        |                   |                                                          | Bisulfite analysis                        |            |                                      | 4C analysis                                        |            |                   |
| Locus          | Primers 5' → 3'                                                       | SNP B6/JF1 | SNP mm39 position                    | Primers 5' → 3'                                      | SNP B6/JF1        | SNP mm39 position                                        | Primers 5' → 3'                           | SNP B6/JF1 | SNP mm39 position                    | Primers 5' → 3'                                    | SNP B6/JF1 | SNP mm39 position |
| <i>Kcnk9</i>   | CTCTTCCCTCCTTTCCTGGTTT<br>GGTGCGAGCTTCAGAGAGGA                        | G/A        | chr15:72,383,806                     | TCGTGTGCGCTACATCTCCT<br>TGTCCAGTGGAATTCGCCG          | T/C               | chr15:72,417,814                                         |                                           |            |                                      | CCCCATCTCAAACCTCTAGC<br>CCCCTTCCCCGCTACTTTTC       | T/C        | chr15:72,419,891  |
| <i>Peg13</i>   | CTCACAAGCAGCAGCTATCG<br>CTTTGGATTGCAGCAGGACT                          | A/C        | chr15:72,678,719                     | CTCTGTGCTAGCGTCTCCAG<br>AGGCACAGAAAAAGCCCAGA         | A/G<br>G/A        | chr15:72,681,468<br>chr15:72,681,476                     | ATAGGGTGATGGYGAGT<br>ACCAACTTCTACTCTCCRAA | A/G<br>G/A | chr15:72,681,468<br>chr15:72,681,476 | CCCAACGAAGCAACCTTAGA<br>CCCCAGGATTAAGATAACAAAGAG   | A/G        | chr15:72,681,242  |
| <i>Trappc9</i> | TCCATGCCACGCTTCTGAAT<br>AAGGGCCAAGAATTGCCTCA<br>CACAAATTGCCACAGAGCATT | G/A        | chr15:72,897,886                     |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>PE</i>      |                                                                       | G/T        | chr15:72,895,020                     | TGGTGAGGAAAGGAAGTACG<br>GAAAGATGCACAGGCTGCGA         | G/C<br>G/A<br>C/G | chr15:72,893,470<br>chr15:72,893,494<br>chr15:72,893,527 |                                           |            |                                      | GGTGAGAGGGATACTTGGGAATT<br>ATGGTTTCCTTGTAAGAGCTGTG | A/G        | chr15:72,892,295  |
| <i>Chrac1</i>  | GTTGCATTCCCTCTTGCACTG<br>AGCGAACATCAAAGGTAGCAC                        | C/T<br>G/A | chr15:72,965,737<br>chr15:72,965,789 |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Ago2</i>    | AAACAGCACTGCGTGTTTC<br>TCCACCCATTAAACGTTTGCT                          | T/C<br>C/T | chr15:72,970,657<br>chr15:72,970,672 |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Gapdh</i>   | ACAGTCCATGCCATCACTGCC<br>GCCTGCTTCACCACTTCTTG                         |            |                                      |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Gus</i>     | GATTCAGATATCCGAGGGAAAGG<br>GCCAACGGAGCAGGTTGA                         |            |                                      |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Tbp</i>     | GCGATTTGCTGCAGTCATCA<br>CAGCTCCCCACCATGTTCTG                          |            |                                      |                                                      |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Rpl30pr</i> |                                                                       |            |                                      | AGCACGCCCAAGACAACGTCA<br>TGTGCGGTAGTTGGTTGCTA        |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>IAP</i>     |                                                                       |            |                                      | TATGCCGAGGGTGTTTCTCTA<br>TGCGGCAAAACTTTATTGCTT       |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Hoxa3</i>   |                                                                       |            |                                      | CATCCGCTCATACCAAGCTTCTGA<br>GCAGGGAGGTAATTGCTGTGGTTT |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Hoxa10</i>  |                                                                       |            |                                      | GGTGGTGATGAGGAAGTCCAT<br>ACCCTGGGCTCTAGAGTCTCTTAT    |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Trim28</i>  |                                                                       |            |                                      | ACGGCGCTAGTGAGTACTGG<br>ATACTCTCGCACAGGCGCAG         |                   |                                                          |                                           |            |                                      |                                                    |            |                   |
| <i>Grb10</i>   |                                                                       |            |                                      | TCAGGGTTGCCATGAGAACAG<br>TAAGCGAAGCAACACAGCCT        |                   |                                                          |                                           |            |                                      |                                                    |            |                   |

Table S3: Details of the antibodies used in this study

|                               | Provider        | Clonality  | Reference | Lots                 | application            |
|-------------------------------|-----------------|------------|-----------|----------------------|------------------------|
| <b>Anti-Chicken IgY (IgG)</b> | Sigma-Aldrich   | Polyclonal | C2288     | 23M4839              | ChIP-qPCR              |
| <b>anti-H3K9ac</b>            | Merck Millipore | Polyclonal | 06 -942   | #2511087; #31636     | ChIP-qPCR              |
| <b>anti-H3K4me2</b>           | Abcam           | Monoclonal | Ab32356   | GR 253788-9          | ChIP-qPCR              |
| <b>anti-H3K4me2</b>           | Merck Millipore | Polyclonal | 07-030    | #2309072             | ChIP-seq               |
| <b>anti-H3K4me3</b>           | Diagenode       | Polyclonal | 030-050   | #1; #3               | ChIP-qPCR and ChIP-seq |
| <b>anti-H3K27ac</b>           | Abcam           | Polyclonal | Ab4729    | GR251958-1           | ChIP-qPCR              |
| <b>anti-H3K27me3</b>          | Merck Millipore | Polyclonal | 07-449    | #3018864; JBC1865906 | ChIP-qPCR              |
| <b>anti-H3K27me3</b>          | Cell Signaling  | Monoclonal | 9733      | #19                  | Cut&Run                |
| <b>anti-H3K9me3</b>           | Merck Millipore | Polyclonal | 07-442    | #3143890; #2724355   | ChIP-qPCR              |
| <b>anti-ZFP57</b>             | Abcam           | Polyclonal | ab45341   | GR3307123-1          | Cut&Run                |
| <b>anti-CTCF</b>              | Cel signaling   | Monoclonal | 3418      | #5                   | Cut&Run                |

# Supplementary material for: Biallelic non-productive enhancer-promoter interactions precede imprinted expression of Kcnk9 during mouse neural commitment
**Source:** HGG Adv. 2024 Jan 30;5(2):100271. doi: 10.1016/j.xhgg.2024.100271
**Supplement:** Document S2. Article plus supplemental information

# Biallelic non-productive enhancer-promoter interactions precede imprinted expression of *Kcnk9* during mouse neural commitment

Cecilia Rengifo Rojas,<sup>1,7</sup> Jil Cercy,<sup>1,7</sup> Sophie Perillous,<sup>1</sup> Céline Gonthier-Guéret,<sup>1</sup> Bertille Montibus,<sup>1,9</sup> Stéphanie Maupetit-Méhouas,<sup>1</sup> Astrid Espinadel,<sup>1</sup> Marylou Dupré,<sup>1</sup> Charles C. Hong,<sup>2</sup> Kenichiro Hata,<sup>3,4</sup> Kazuhiko Nakabayashi,<sup>3</sup> Antonius Plagge,<sup>5</sup> Tristan Bouschet,<sup>6</sup> Philippe Arnaud,<sup>1,8,10,\*</sup> Isabelle Vaillant,<sup>1,8,\*</sup> and Franck Court<sup>1,8,\*</sup>

## Summary

It is only partially understood how constitutive allelic methylation at imprinting control regions (ICRs) interacts with other regulation levels to drive timely parental allele-specific expression along large imprinted domains. The *Peg13-Kcnk9* domain is an imprinted domain with important brain functions. To gain insights into its regulation during neural commitment, we performed an integrative analysis of its allele-specific epigenetic, transcriptomic, and *cis*-spatial organization using a mouse stem cell-based corticogenesis model that recapitulates the control of imprinted gene expression during neurodevelopment. We found that, despite an allelic higher-order chromatin structure associated with the paternally CTCF-bound *Peg13* ICR, enhancer-*Kcnk9* promoter contacts occurred on both alleles, although they were productive only on the maternal allele. This observation challenges the canonical model in which CTCF binding isolates the enhancer and its target gene on either side and suggests a more nuanced role for allelic CTCF binding at some ICRs.

## Introduction

The functional specialization of each cell and tissue type, which is crucial in multicellular organisms, is based on their capacity to respond to developmental and environmental cues by generating specific gene expression profiles. The general principles governing this process have been identified. Key regulatory DNA sequences, sequence-specific transcription factors, epigenetic modifications, and the spatial organization of the genome interact to regulate gene expression levels,<sup>1</sup> raising the question of how their coordinated action is orchestrated. In mammals, this question is particularly important for imprinted genes that are expressed in a parent-of-origin-specific manner.

Genomic imprinting is a key developmental process whereby some mammalian genes are expressed by only one allele, depending on their parental origin. Most of the 200 imprinted genes identified to date are involved in crucial biological processes, such as cell proliferation, fetal and placental growth, energy homeostasis, and metabolic adaptation.<sup>2</sup> Genomic imprinting also plays a central role in brain function and behavior, and many imprinted

genes are expressed only in neural lineages.<sup>3</sup> Consequently, misregulation of imprinted genes is causally implicated in severe neurobehavioral disorders such as Prader-Willi and Angelman syndromes.

In humans and mice, most imprinted genes are organized in evolutionarily conserved genomic clusters that contain two or more maternally and paternally expressed genes in large regions (up to several megabases in size). In each cluster, allele-specific expression is primarily regulated by DNA methylation at discrete *cis*-acting regulatory elements known as imprinting control regions (ICRs). Each ICR overlaps with a differentially methylated region (DMR) that harbors allelic DNA methylation inherited from the male or female gamete and subsequently maintained throughout development (i.e., germline DMR). The resulting constitutive allelic DNA methylation at ICRs is critical for orchestrating the allele-specific expression along the imprinted domain by influencing a combination of regulatory mechanisms, some of which are tissue specific, leading to the complex and specific spatiotemporal expression pattern of imprinted genes.<sup>2</sup> Specifically, histone modifications, *cis*-spatial organization, and tissue-specific regulatory regions have all been documented

<sup>1</sup>Genetics, Reproduction and Development Institute (iGReD), CNRS, INSERM, Université Clermont Auvergne, Clermont-Ferrand, France; <sup>2</sup>Department of Medicine, University of Maryland School of Medicine, Baltimore, MD, USA; <sup>3</sup>Department of Maternal-Fetal Biology, National Research Institute for Child Health and Development, 2-10-1 Okura, Setagaya, Tokyo 157-8535, Japan; <sup>4</sup>Department of Human Molecular Genetics, Gunma University Graduate School of Medicine 3-39-22 Showa, Maebashi, Gunma 371-8511, Japan; <sup>5</sup>Department of Biochemistry, Cell and Systems Biology, Institute of Systems, Molecular and Integrative Biology, University of Liverpool, Liverpool, UK; <sup>6</sup>Institut de Génomique Fonctionnelle, CNRS, INSERM, Université de Montpellier, Montpellier, France

<sup>7</sup>These authors contributed equally

<sup>8</sup>Senior author

<https://doi.org/10.1016/j.xhgg.2024.100271>.

© 2024 The Author(s). This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

to contribute, along with DNA methylation, to this long-range, ICR-mediated, tissue-specific regulation of imprinted domains.<sup>4,5</sup> Several studies have correlated tissue-specific imprinted expression at imprinted genes with tissue-specific differences in histone modifications at their promoter region.<sup>6–9</sup> For example, placenta-specific paternal deposition of the repressive marks di-methylation of lysine 9 on histone H3 (H3K9me2) and tri-methylation of lysine 27 on histone H3 (H3K27me3) contributes to the placenta-specific maternal expression at a subset of genes in the mouse *Kcnq1* domain.<sup>10–12</sup> In addition, at the maternally methylated ICRs, all of which are also promoters, timely developmental loss or gain of the repressive H3K27me3 mark on the paternal allele contributes to the appropriate tissue-specific paternal expression.<sup>13</sup> Allelic methylation at ICRs may also influence long-range chromatin interactions between enhancer and promoters along imprinted domains. Such interactions between regulatory elements and their target genes are facilitated by sub-chromosomal structures called topological associated domains (TADs).<sup>14</sup> A study on the *H19-Igf2* and *Dlk1-Gtl2* domains, which are controlled by a paternally methylated ICR, showed that binding of the methyl-sensitive and boundary protein CTCF to the unmethylated allele of the ICR induces an allele-specific sub-TAD organization that might facilitate the establishment and maintenance of the imprinted transcriptional program.<sup>15</sup> This observation is in line with previous studies showing that allelic methylation and allelic CTCF binding at *H19* ICR are both critical for mediating parent-specific chromatin loops and ensuring timely and allele-specific enhancer-promoter interactions along the *Igf2-H19* domain.<sup>16–18</sup> A recent study showed that allele-specific CTCF binding at a post-implantation DMR (secondary DMR) structures the *Grb10-Ddc* locus to direct proper enhancer-promoter interactions in the developing heart. This further illustrates the interplay between DNA methylation and CTCF binding to control instructive allelic chromatin configurations at imprinted loci.<sup>19</sup> The observation that CTCF binds to the ICRs of various imprinted loci<sup>20</sup> suggests that the allelic chromatin structure may be a commonly used strategy whereby ICRs direct mono-allelic expression along large genomic imprinted domains. However, for most imprinted clusters, this hypothesis has not been formally evaluated.

Altogether, these data highlight that deciphering how constitutive allelic DNA methylation at ICRs can direct tissue- and stage-specific allele-specific expression along imprinted domains requires the simultaneous analysis of the dynamics of multiple layers of regulation during cell identity acquisition. Here, to gain insights into the regulation of the *Peg13-Kcnk9* domain during neural commitment, we precisely monitored the allele-specific epigenetic, transcriptional, and *cis*-spatial organization using a mouse stem cell-based corticogenesis model that recapitulates the *in vivo* epigenetic control of imprinted gene expression.<sup>21</sup> The *Peg13-Kcnk9* domain is evolutionarily conserved with important functions in the brain. It contains five genes, two of

which are imprinted in both humans and mice: the paternally expressed non-coding RNA *PEG13* and the potassium channel gene *KCNK9*, which is maternally expressed specifically in the brain. The other three genes, *TRAPPC9*, *CHAC1*, and *AGO2*, are not imprinted in humans, whereas they are preferentially expressed by the maternal allele in the mouse brain.<sup>21–27</sup> Mutations in these genes are associated with neurodevelopmental and neurological disorders,<sup>28–31</sup> including the Birk-Barel intellectual disability syndrome, which is caused by maternally inherited *KCNK9* mutations.<sup>32,33</sup>

Little is known about the mechanisms that control expression along this domain. The *Peg13* promoter overlaps with a germline DMR and might be the ICR of this locus.<sup>22–24</sup> A study using human brain tissues suggests that this DMR controls *KCNK9* and *PEG13* imprinted expression through a CTCF-mediated enhancer-blocking activity.<sup>24</sup> However, this model has not been experimentally validated and it is not known whether it explains the imprinted gene expression kinetics along the domain during neural identity acquisition. The integrative analysis of multiple levels of regulation described in this study provides a comprehensive view of the molecular events that take place during the establishment of maternal *Kcnk9* expression in neural commitment. Our main observation challenges the canonical model of CTCF-mediated enhancer-blocking activity and suggests a more nuanced role for allelic CTCF binding at the ICR of this locus.

## Material and methods

Details of key reagents and resources are given in [Table S1](#).

### Cell culture and embryonic stem cell differentiation

The hybrid male embryonic stem cell (ESC) lines were previously derived from blastocysts obtained from crosses between C57BL/6 (B) and JF1 (J) mice<sup>34</sup> and were maintained in gelatin-coated dishes with ESGRO complete plus medium (Millipore, SF001-500P) containing LIF (leukemia inhibitory factor), BMP4 (bone morphogenetic protein 4), and a GSK3- $\beta$  (glycogen synthase kinase 3 $\beta$ ) inhibitor. *In vitro* corticogenesis was performed as previously described,<sup>35</sup> except that ESCs were plated on Matrigel-coated dishes (human ESC-qualified matrix, Corning), and that the defined default medium was supplemented with B27 (without vitamin A, Gibco) to improve cell survival and with 1  $\mu$ M dorsomorphin homolog 1 (purified by C.C.H.) to promote neurogenesis.<sup>36</sup> Using this protocol, neural precursor cells (NPCs) are the main cell population after 12 days (D12) of *in vitro* corticogenesis.<sup>35</sup>

### Material collection

Neonatal and adult brains were obtained from reciprocal crosses of C57BL/6J (B6) and *Mus musculus molossinus* JF1/Ms mice, (B6xJF1) F1 and (JF1xB6) F1 mice, referred to as BJ and JB in the text. *Dnmt3l*<sup>−/−</sup> mouse embryos were generated by crossing homozygous *Dnmt3l*<sup>−/−</sup> females (129SvJae-C57BL/6 hybrid genetic background) with wild-type JF1 males (*M. musculus molossinus*). Embryonic day (E) 9.5 *Dnmt3l*<sup>−/−</sup> embryos were collected from

pregnant dams. Tail DNA was used for genotyping by PCR as previously described.<sup>37</sup>

## DNA methylation analysis

### DNA extraction and bisulfite sequencing

DNA was extracted as previously described.<sup>38</sup> Bisulfite conversion was performed with the EZ DNA Methylation-Gold Kit from Zymo (ref. D5006), according to the manufacturer's instructions. PCR amplification, cloning, and sequencing were performed as previously described.<sup>38</sup> Details of the primers used are in Table S2.

### DNA methylation data mining

ESC and NPC whole-genome bisulfite sequencing (WGBS) data were obtained from GEO DataSets under the accession numbers GEO: GSM748786 and GEO: GSM748788, respectively. The reads were first processed using TrimGalore and then mapped to the mm39 mouse genome using Bismark. Duplicate reads were removed with the script deduplicate\_bismark. CpG methylation levels were computed from the selected alignments using bismark\_methylation\_extractor (-no\_header -cutoff 4 -bedgraph) and coverage2cytosine scripts. The output was converted with the bedGraphToBigWig tools to be loaded on the University of California, Santa Cruz (UCSC) Genome Browser. CpG methylation levels of ESCs, NPCs, and frontal cortex in the mm10 genome were obtained from the tracks Stadler 2011 and Lister 2013 of the DNA methylation Hub on UCSC.

## Genome production for next-generation sequencing data alignment of hybrid samples

The sequences of the JF1 strain was obtained from the DDBJ database under the accession numbers DDBJ: DRP000326 and DDBJ: DRP000984. Paired-end reads were filtered using the CutAdapt tool to exclude poor quality reads (-minimum-length 101 -pair-filter any -q 20). The remaining reads were mapped to the mm39 genome with bowtie2. Alignments were filtered for poor quality with samtools view (-q 20). Duplicate alignments were excluded using samtools fixmate and markdup (-r). To identify JF1 polymorphisms, the filtered alignments were analyzed using the freebayes tool (-m 20 -q 30 -C 10 -F 0.75) and the output was normalized using bcftools norm. Then, variants were decomposed using the vcflib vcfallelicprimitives (-kg) tool. The resulting vcf file was then processed with the mm39 genome using a custom R script to generate the genomes used for the alignments (library: Biostrings, GenomicRanges). An mm39 genome masked by N at JF1 single-nucleotide polymorphism (SNP) positions was generated. The JF1 genome was reconstructed by converting JF1 SNPs, insertions, and deletions in the mm39 genome. A diploid hybrid genome that consisted, for each chromosome, of the C57BL/6 and JF1 sequences was generated. The hybrid genome has the advantage of taking the JF1 indels into account when determining allelic alignments, but it results in different genomic coordinates for the same element on the C57BL/6 and JF1 genomes. To work with only one reference, a custom R script was written to convert the coordinates of the JF1 alignments into the reference mm39 genome (GenomicRanges).

## Expression analysis

### RNA extraction

RNA was isolated from frozen cell pellets using TRIzol Reagent (Life Technologies, 15596018), according to the manufacturer's recommendations.

### RT-qPCR

After treatment with RNase-free DNase I (Life Technologies, 180868-015), first-strand cDNA was generated by reverse transcription with Superscript-IV (Life Technologies, 18090050) using random primers and 500 ng of RNA. Then, cDNA was amplified by real-time PCR with the SYBR Green mixture (Roche) using a LightCycler R 480II (Roche) apparatus. The relative expression level was quantified with the 2-delta Ct method that gives the fold change variation in gene expression normalized to the geometrical mean of the expression of the housekeeping genes *Gapdh*, *Tbp*, and *Gus*. The primer sequences are in Table S2.

For allelic analysis, for each locus of interest, the parental allele origin of expression was assigned following direct sequencing of the cognate RT-PCR product that encompassed a strain-specific SNP (SNP details in Table S2).

### Microfluidic-based quantitative analysis

How the deposited data were processed for this re-analysis (not part of the article)

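RNA-seq libraries from ESCs and from NPCs at day 12 of *in vitro* corticogenesis were analysed for both reciprocal crosses, B/J (line BJE2) and J/B (line JBE6), with 2 replicates in each of the 4 groups. The authors aligned paired-end reads with TopHat2 to the mm39 genome with SNP positions masked, using a refGene-based annotation, and filtered the alignments with samtools to proper pairs with a mapping quality of at least 20. The values the authors deposited are raw counts of reads per gene for 26263 genes, without normalization and summed over both alleles, followed by 5 closing entries for reads assigned to no gene. Those entries were left out of every total, and the reads without a gene or shared between genes are given as shares of each library. The counting program, its version and its use of the strand are not given in the sources used here. Allelic expression, the embryonic dorsal telencephalon and the paper's data on chromatin, chromosome conformation and DNA methylation were not analysed here.

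Between 22537138 and 32706015 reads per library were counted on genes. A count of 0 was given the limit of 3 counts, and other counts an exact Poisson interval at the 95% level, which covers counting error and not the spread between cultures. The groups, the tests, the genes to be named, the marker lists and most of the alternatives were fixed before the data were examined.

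Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In the main setting, libraries were normalized by TMM, genes were kept by edgeR's filterByExpr (minimum count 10), which left 16399 genes, and the 4 groups were fitted as means with robust quasi-likelihood dispersions (common dispersion 0.113). Contrasts were NPCs against ESCs over both crosses and within each cross, the interaction of stage and cross, and J/B against B/J within each stage. A term for replicate number was tested separately. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Alternatives for the fits across genes, each run only where it applies to the result, were RLE factors, library totals, scaling to *Gapdh*, *Gusb* and *Tbp*, DESeq2's Wald test, limma-voom, no low-count filter, a filter on a mean of at least 1 CPM, no robust estimation, a replicate block, additive terms for stage and cross, a fit of only the 4 libraries compared, a threshold of 2-fold in addition, and leaving out each library in turn. Where this left a group with 1 library, that library was assumed to vary like the other groups. After seeing the data, fits of the libraries with number 1 or number 2 alone, a replicate block within each stage, and the alternatives of the marker lists were added.

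NPC/ESC ratios relative to housekeeping genes were taken from counts divided by the geometric mean of *Gapdh*, *Gusb* and *Tbp*, with *Gapdh*, *Tbp* and *Rplp0*, TMM-normalized CPM or a replicate block as alternatives besides each library left out, and were tested with two-sided exact permutations of 4 against 4 libraries, where a value of 0 was set to 0.5 counts. Lists of imprinted genes and of markers of pluripotency, neural precursors, neurons, glia, dorsal telencephalon, ventral telencephalon, mid- and hindbrain with spinal cord, mesoderm, endoderm, trophoblast and fibroblasts were tested with camera at its preset correlation of 0.01 and with fry. The median change of imprinted genes was set beside 10000 random lists matched on mean expression. Results of fits across all genes were compared with the 35 splits of the 8 libraries into 4 against 4, and the replicate term with the 8 ways of pairing the replicates of the groups. Gene positions were taken from the GENCODE vM39 annotation of GRCm39. Overlaps of annotated exons in the domain other than that of *Peg13* with *Trappc9* are not reported here.

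Genes were named by rule. Named were the 5 genes of the domain, every other mouse gene the paper names as measured or as an acting factor, *Xist* and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, the 5 largest rises and the 5 largest falls between the stages with an adjusted p below 0.05, a mean of at least 1 CPM and the same direction in both crosses, the 3 largest in each direction in the interaction and between the crosses, and the 3 largest in each direction among imprinted genes. Any gene named outside this rule was chosen after its values were seen, which is stated where it appears.

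The tests were tested on simulated counts with the replicate spread of these libraries and 200 changed genes. In a comparison of the stages, edgeR recovered 93.0% of the changed genes with 7.92% of its calls false, DESeq2 97.5% with 26.7% false, and limma-voom 91.5% with 6.63% false. In a comparison of the crosses in NPCs, edgeR recovered 72.0% with 5.88% false and DESeq2 88.0% with 24.8% false. For the interaction edgeR recovered 52.0% with 11.1% false and DESeq2 73.0% with 27.0% false. These shares describe the simulated changes, whose sizes are not given here, and do not carry over to changes of other sizes. In the real comparison of the stages 69.4% of the genes tested passed the threshold, so the simulated shares for the stages do not carry over to it either.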

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

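Chosen only after the result was seen were the tests on genes outside multigene families, on raw counts, on a single mixed library, on trophoblast transcription factors and keratins, on ESC RNA in NPC B/J replicate 2, on NPC RNA in ESC J/B replicate 1, on random lists against the choice of normalization, and the alternatives of the marker lists.

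Transcripts of trophoblast and placenta, which the paper does not report, were higher in NPCs. A list of 10 trophoblast markers had a median log2 fold change of 5.22 between NPCs and ESCs (camera, adjusted p = 0.00773; fry, adjusted p = 0.00182), with 8 genes higher over all genes tested, 9 adjusted over the list alone and 0 lower. This median was 4.86 to 5.58 with each library left out in turn, and 5.81 and 4.36 with the libraries of number 1 or number 2 alone. The median was also 5.22 with the 2 genes without ESC counts at their bound. Of the 10 genes, 2 are also in another list and 6 were read at a mean of at least 1 CPM in ESCs. Summed over the list, NPC libraries had 1363 to 3624 CPM and ESC libraries 77.3 to 195 CPM. The largest rises by the naming rule were in *Ctsj*, *Tpbpa*, *Pappa2*, *Prl2a1* and *Prl2c5*, which had 0 counts in every ESC library and were at least 5899-fold higher in NPCs on library totals, and at least 4239-fold with TMM factors, against 3 counts over the 4 ESC libraries. Among 63 genes of placental families chosen after the data were seen, 54 had 0 counts in ESCs, and 53 of the 54 tested were higher in NPCs. By the count of splits chance is not excluded for the camera result, since in a separate fit of each split 4 of 35 gave a p as small as the real split's. The 3 besides the real one are among the 16 that keep 3 libraries of a stage together and so carry part of the stage change, and 0 are among the 18 that part each stage evenly. Placental tissue with its blood is argued against by the haemoglobin genes, which together reached no more than 1.43 CPM in an NPC library, where *Tpbpa* had at least 171 CPM. Reads shared within multigene families would not raise genes outside them, yet the smallest log2 fold change of *Gata3*, *Cdx2*, *Krt8*, *Krt18*, *Pappa2* and *Hand1*, all but *Pappa2* named after their values were seen, was 2.63. Library size and normalization are argued against by the raw counts, since *Tpbpa* and *Pappa2* had at least 4378 counts in each NPC library and 0 in each ESC library. A single mislabelled or mixed library is argued against by the lowest sum of the list in an NPC library, 1363 CPM. Open as a candidate explanation are trophoblast-like cells among the day 12 cells, since *Gata3*, *Cdx2*, *Hand1*, *Krt8* and *Krt18* rose within both crosses by a log2 fold change of at least 2.15. Within J/B, *Cdx2* (2.15, adjusted p = 0.0528) and *Hand1* (2.79, adjusted p = 0.0850) did not pass the threshold. RNA of trophoblast cells from outside these cultures, without blood, was not tested.

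A list of 10 fibroblast markers, which the paper does not discuss, had a median log2 fold change of 6.38 between NPCs and ESCs (camera, adjusted p = 0.00552; fry, adjusted p = 0.00244), with 9 genes higher both over all genes tested and adjusted over the list alone, and 0 lower. The median was 5.90 to 8.12 with each library left out in turn, 8.12 being the value without ESC J/B replicate 1, and 4.69 and 8.34 with the libraries of number 1 or number 2 alone. Of these genes, 1 is in another list and 7 were read at a mean of at least 1 CPM in ESCs. The most abundant were *Col3a1*, at a mean of 929 CPM in NPCs and 3.76 CPM in ESCs, and *Col1a1*, at 377 CPM and 7.01 CPM, where ESC J/B replicate 1 had 13.2 and 23.4 CPM of these genes and the other ESC libraries no more than 2.68 CPM. Both genes are named after their values were seen, and *Col1a1* did not pass the threshold with number 1 alone (4.26, adjusted p = 0.0688). A single mislabelled or mixed library is argued against, since the list summed to at least 961 CPM in each NPC library and to at most 78.8 CPM in an ESC library. Mesenchymal cells arising in the day 12 cultures stay open and were not tested apart from mesenchymal RNA of another origin.

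Imprinted genes, most of which the paper does not discuss, were higher in NPCs as a list, with a median log2 fold change of 1.26 over the 70 of 76 genes tested (camera, adjusted p = 0.00264; fry, unadjusted p = 2.44e-04). Of the 75 found in the files, 3 are in another list and 54 were read at a mean of at least 1 CPM in ESCs. Over all genes tested, 43 were higher and 12 lower, and adjusted over the list alone 44 were higher and 12 lower. The expression level of the list's members is argued against as the whole cause, since the median lay at percentile 100 of 10000 random lists of like mean expression, 95% of which lay between -0.45 and 0.40. The choice of normalization is argued against as well, since a scaling moves random lists alike and the list's median lay 0.86 above their upper limit. By the count of splits chance is not excluded for this result. In a separate fit of each split, 3 of 35 gave a p as small as the real split's, and the 2 besides the real one also keep 3 libraries of a stage together. As these carry part of the stage change, the count cannot decide the question. Differentiation from ESCs to NPCs stays open as an explanation, together with the trophoblast and mesenchymal transcripts above, since imprinted genes such as *H19*, *Igf2* and *Dlk1* were not tested apart from those cells.

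In a group of 4 libraries, a value was far from the other 3 in 3 of 47 groups examined, where chance gives about 2.35 (about 1 in 20). *Pou5f1* in NPC B/J replicate 2 was at 50.0 TMM-normalized CPM, and at 17.2 to 19.5 in the other NPC libraries. Undifferentiated cells or ESC RNA in that library are a candidate explanation. Of 96 genes that had at least 20 CPM in ESCs and at least 20-fold less in the other 3 NPC libraries, 94.8% were highest in NPC B/J replicate 2 among the NPC libraries. With the same choice of genes repeated without each other NPC library, no more than 5.19% were highest in the library left out. The values of these genes would need a share of ESC RNA of 3.52% (median; quartiles 2.43% and 5.60%), and that of *Pou5f1* 2.26%. Cells that had not left the pluripotent state and ESC RNA from outside the culture were not tested apart.

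The fibroblast list summed to 78.8 CPM in ESC J/B replicate 1 and to 11.2 to 16.3 CPM in the other 3 ESC libraries, with 8 of its 10 genes highest there. RNA of an NPC library is argued against, since the share that the list implies, 3.70%, would bring 99.2 CPM of placental families, and 13.1 CPM were found, a value within the range of the other ESC libraries (8.43 to 14.3 CPM). Cells of mesenchymal character in that ESC culture stay open and were not tested. The third such value was the share of reads assignable to several genes in ESC B/J replicate 1, 0.458% against 0.428% to 0.433% in the other ESC libraries. No biological explanation was tested for it, and 3 values in 47 groups are no more than about the number that chance gives.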

How the results depend on the processing

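Chosen only after the result was seen were the fits of the libraries with number 1 or number 2 alone, the replicate block within each stage, the alternatives of the marker lists and the test of a library kit or sequencer per replicate number. Of 88 results, 50 were kept under every alternative run, and of 1735 values under alternatives 1578 were. For tests, kept means the same direction and side of the threshold. Counts of genes or lists were taken as kept within 1.5 times the main value. Ratios without a test and the *Kcnk9* level in ESCs were taken as kept within the SD of the replicates. This is a loose limit for the *Kcnk9* ratio of 258, whose SD was 403. The rises of *Kcnk9* and *Peg13* over both crosses were among those kept, with log2 fold changes of 6.31 to 8.57 and 1.51 to 2.88, and of 6.97 to 8.44 and 1.86 to 2.45 with each library left out in turn. Among genes outside the main comparisons, 29 of 47 results kept direction and side, and 64 values changed side without a change of direction, 52 no longer past the threshold and 12 newly past it. Genes changed between the stages numbered between 8527 and 12010.

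With library totals alone, the log2 fold change was -0.17 for *Ago2*, no longer past the threshold, 0.58 for *Trappc9* and 2.25 for *Pax6*, both newly past it, and 0.45 for *Eif2s3y*, reversed. With scaling to *Gapdh*, *Gusb* and *Tbp* it was -0.0093 for *Ago2*, 0.75 for *Trappc9*, 2.40 for *Pax6*, and, reversed, 0.043 for *Ddx3y*, 0.60 for *Eif2s3y* and 0.11 for *Uty*. Both scalings raised the median of all genes, as given for the libraries, which shows the cause for these genes. With either, no gene differed between J/B and B/J NPCs, and 2 genes differed between replicate numbers, as also with RLE factors and limma-voom. DESeq2 gave 1.80 for *Pax6*, 3.23 for the mid- and hindbrain list, now past the threshold, and counts of 11 genes for the interaction, 10 between the crosses in ESCs, 70 in NPCs and 948 between replicate numbers. Its higher share of false calls on simulated counts is a limit of these counts, at 27.0% for the interaction and 24.8% between the crosses in NPCs. The comparisons between the crosses in ESCs and between replicate numbers were not simulated. Limma-voom gave 1.88 for *Peg13* within B/J, no longer past the threshold, 2.08 for *Pax6*, 0.056 for *Eif2s3y*, reversed, and 3 lists for the interaction. Without a low-count filter, 2 genes differed between the crosses in ESCs, 5 in NPCs and 7 between replicate numbers, and the mid- and hindbrain list, at 3.24, passed the threshold. With the filter on mean CPM that list was at 3.23, past the threshold, and the glia list at -0.89, reversed. Additive terms gave 3.19 for the mid- and hindbrain list, past the threshold. Under fry, endoderm (3.12), mesoderm (1.88), mid- and hindbrain (3.21) and ventral telencephalon (2.53) passed the threshold, and 0 lists differed in the interaction. With only the 4 libraries compared, 0 genes differed between the crosses in NPCs. Apart from the scalings, the cause was not tested for these changes.

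Relative to *Gapdh*, *Tbp* and *Rplp0*, the ratio was 1.51 for *Ago2* and 1.10 for *Chrac1*, both reversed, and 8.77 for *Pax6*, now at the smallest p that the design allows. TMM-normalized CPM gave 0.632 for *Ago2*, now past the threshold, and 1.07 for *Trappc9*, no longer past it. *Gapdh*, *Tbp* and *Rplp0* fell where *Gusb* did not, so replacing *Gusb* by *Rplp0* lowers the reference in NPCs and raises the ratios.

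The replicate numbers were examined as a possible batch. Deviations of libraries from their group correlated between the crosses within a stage (0.518 in ESCs and 0.587 in NPCs) and not across stages (at most 0.0915). A kit or sequencer shared by a replicate number at both stages is therefore argued against as the whole cause, and the numbers do not pair ESC with NPC libraries. A batch within each stage stays open. The term for replicate number called 1 gene, *Rpl31-ps12* (log2 fold change -3.52, adjusted p = 0.0168), named after its values were seen, with 2722 genes at an unadjusted p below 0.05, and whether another choice of libraries would do so by chance cannot be told apart with 8 ways of choosing, of which 1, the real one, gave as many genes. With a replicate block, *Peg13* had a log2 fold change of 2.11 (adjusted p = 0.00182; 8.33e-08 to 0.0279 over its alternatives) and *Kcnk9* of 8.03, 12010 genes changed between the stages, the ratio of *Pax6* was 20.0, and 0 genes differed between the crosses in NPCs. The ratio of *Kcnk9* could not be given, since B/J ESCs had 0 counts. With a block within each stage, *Trappc9* was at -0.18 and the mesoderm list at 3.49, past the threshold, and 4 genes differed between the crosses in NPCs (*Firre*, *Lama1*, *Tdh* and *Utf1*, the last 3 named after their values were seen). The libraries with number 1 alone gave -0.17 for *Trappc9*, -0.76 for the glia list, both reversed, and 3.75 for the mesoderm list. Those with number 2 alone gave -0.32 for *Ago2*, 2.19 for *Pax6*, 0.11 for *Eif2s3y* and -0.081 for the glia list, both reversed, 3.96 for the mid- and hindbrain list and 2.71 for ventral telencephalon. The cause was not tested for these changes, apart from the smaller number of libraries.

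With each library left out in turn, the log2 fold change of *Peg13* within B/J ranged from 1.30 to 2.40, not past the threshold without ESC B/J replicate 2 (1.59) or NPC B/J replicate 2 (1.30), and within J/B from 1.78 to 2.95, not past it without NPC J/B replicate 2 (1.78). *Pax6* ranged from 1.12 to 2.92, past the threshold without ESC B/J replicate 1 (2.46), ESC J/B replicate 2 (2.92) or NPC B/J replicate 1 (2.10). Genes changed within J/B numbered 5700 to 8475, with 5700 without NPC J/B replicate 2. The range was -0.33 to 0.50 for *Eif2s3y*, -0.11 to 0.23 for the stage change of *Firre* (0.036), 1.73 to 2.81 for the mesoderm list, past the threshold without ESC B/J replicate 2 (2.81), and 2.88 to 3.81 for the mid- and hindbrain list, past it without ESC B/J replicate 1 (3.41), ESC J/B replicate 1 (3.81), ESC J/B replicate 2 (2.90), NPC B/J replicate 1 (3.39) or NPC J/B replicate 2 (3.38). Genes that differed between the crosses in NPCs numbered 0 to 1, with 1 only without ESC J/B replicate 1 or 2, and 0 to 0 differed between replicate numbers. The stage change of *Firre* passed the threshold with library totals (0.51, adjusted p = 0.0445) and with scaling to the housekeeping genes (0.65, adjusted p = 0.0262). Its value near 0 averages opposite changes, 0.82 within B/J (adjusted p = 0.0248) and -0.75 within J/B (adjusted p = 0.0380). A group left with 1 library was assumed to vary like the others. Depth limits *Kcnk9* in ESCs, whose 3 counts leave its ratio uncertain between 73.0 and 1041 on library totals.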

Differences from the paper's values

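For *Kcnk9* in J/B, the paper's NPC/ESC ratio relative to housekeeping genes is about 20 in Fig. S1C, read by eye, and the ratio from the counts was 194 (counting interval 58.8 to 840; SD of the replicates 166), with 3 counts in the J/B ESC libraries. The paper's value comes from RT-qPCR and the other from RNA-seq. None of the alternatives set before the data were examined gave a ratio within 1.5 times the paper's. It was 267 relative to *Gapdh*, *Tbp* and *Rplp0*, 113 from TMM-normalized CPM, 149 without ESC J/B replicate 1, 277 without ESC J/B replicate 2, 295 without NPC J/B replicate 1, 92.2 without NPC J/B replicate 2 and 179 with a replicate block.

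The paper states that *Pax6* was upregulated by day 12, from levels relative to *Gapdh*, *Gusb* and *Tbp* and an unpaired t test, without adjustment over all genes. Here its log2 fold change was 1.77 (adjusted p = 0.0606 from edgeR), in the same direction without passing the threshold. The change passed it with DESeq2 (1.80, adjusted p = 0.0104), limma-voom (2.08, adjusted p = 0.0300), library totals (2.25, adjusted p = 0.0292) and scaling to *Gapdh*, *Gusb* and *Tbp* (2.40, adjusted p = 0.0272). It also passed without ESC B/J replicate 1 (2.46, adjusted p = 0.0432), without ESC J/B replicate 2 (2.92, adjusted p = 0.00970) and without NPC B/J replicate 1 (2.10, adjusted p = 0.0403), and with the libraries of number 2 alone, a setting chosen after seeing the values (2.19, adjusted p = 0.00564), under which *Pou5f1* and *Nes* kept their calls. Over all its alternatives the adjusted p lay between 0.00564 and 0.368. Relative to *Gapdh*, *Gusb* and *Tbp*, *Pax6* rose 5.84-fold (two-sided exact permutation test, p = 0.0857), and 8.77-fold relative to *Gapdh*, *Tbp* and *Rplp0* (p = 0.0286). The paper's ratio, read by eye, is about 3.2, and its distance from 5.84 is within the SD of the replicates (6.06). The difference is thus in passing the threshold and not in direction or size. For the paper's other markers of these stages, *Pou5f1* was lower (log2 fold change -6.26, adjusted p = 2.18e-05) and *Nes* higher in NPCs (2.09, adjusted p = 0.00194), the directions that the paper gives.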

Other observations

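Chosen only after the result was seen were the tests on Y-linked genes, for which 3 earlier ones were set aside, on the spread of *Kcnk9*, on X-linked genes far apart between the crosses and on the fall of *Gapdh* and *Rplp0*.

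The number of genes changed between the stages is not put down to another grouping of the libraries, since of the 35 splits of 4 against 4 only 1, the real one, gave a count as large.

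Among the NPC libraries, *Kcnk9* differed 17.9-fold between the highest and the lowest and *Peg13* 4.13-fold. A candidate explanation for *Kcnk9* is the share of neuronal RNA in each library. The neuron list, fixed before its values were known, summed to between 380 and 2151 CPM in NPCs, a 5.67-fold range, and *Kcnk9* divided by it differed 3.16-fold and *Peg13* 1.61-fold. The list also summed to between 288 and 382 CPM in ESCs, so that the lowest NPC library, B/J replicate 1, was not above the ESC range and the sum is not a measure of neuronal RNA alone. With the mean of the ESC libraries taken off, the list ranged 32.4-fold, *Kcnk9* divided by it differed 2.25-fold, and *Peg13* differed 8.24-fold, more than *Peg13* itself. Of the 12 genes of this list, 7 were read at a mean of at least 1 CPM in ESCs and 2 are in another list. The dorsal telencephalon list ranged 9.64-fold, and *Kcnk9* divided by it differed 2.97-fold, so the values do not tell whether *Kcnk9* follows neurons or dorsal telencephalic cells. Replicate 2 was also above replicate 1 within each cross, for *Kcnk9* (6.28 against 0.779 CPM in B/J, 13.9 against 4.98 CPM in J/B), *Peg13* and the neuron list. A batch within the NPC stage was therefore not told apart from the share of neuronal RNA.

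In the main setting, *Firre* was the only gene that differed between J/B and B/J NPCs at an adjusted p below 0.05 in edgeR's quasi-likelihood test. It was lower in J/B by a log2 fold change of -3.32 (standard error 0.275, adjusted p = 0.0431), and the adjusted p lay between 2.25e-25 and 0.931 over its alternatives. Leaving out any ESC B/J or NPC library (each B/J replicate and each NPC J/B replicate in turn) brought the adjusted p to between 0.14 and 0.931, with log2 fold changes between -3.50 and -3.19. The CPM were 155 and 144 in B/J replicates 1 and 2 and 16.9 and 14.0 in J/B. At an unadjusted p below 0.05, 1050 genes differed, DESeq2 called 70 and limma-voom 1. A replicate block within each stage, chosen after the data were seen, called 4 genes and a fit without a low-count filter 5, *Firre* among them. Library totals, scaling to the housekeeping genes, a replicate block and a fit of only the 4 libraries compared each called 0. In ESCs *Firre* was also lower in J/B, with a log2 fold change of -1.75 (adjusted p = 0.936 from edgeR; 1.48e-05 from DESeq2). The X chromosome of these male lines is B6 in B/J and JF1 in J/B. A loss of reads with JF1 bases along the X chromosome is a candidate explanation for NPCs. The authors aligned the reads to a genome masked at the JF1 SNP positions they had found, which limits such a loss at those positions. Among 567 X-linked genes besides *Firre*, 75 were lower in J/B by at least 1 log2 unit and 48 higher by as much, a difference of 27, where 95% of random autosomal lists of like expression gave -23 to 9. The median over 568 X-linked genes (0.011, random range -0.0233 to 0.0545) decides nothing, as genes go both ways. In ESCs, 37 were lower and 61 higher, a difference of -24 within the random range (-51 to -23) and near its upper limit. The ESC median of -0.042 lay below its random range (-0.00418 to 0.0357), a small shift towards lower values in J/B. As a loss in few genes would not show in the count for ESCs, such a loss and a change of *Firre* itself cannot be told apart there. Of DESeq2's calls between the crosses, 8 of 10 in ESCs were X-linked, all 8 lower in J/B, and 12 of 70 in NPCs, 10 of them lower in J/B. A difference in expression between the B6 and JF1 X chromosomes, a variant at *Firre* alone and a difference between the lines stay open and were not tested apart.

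*Eif2s3y* and *Kdm5d* were read at lower levels in B/J than in J/B at both stages. In NPCs, *Eif2s3y* had 4.35 and 3.05 CPM in B/J and 19.4 and 25.1 CPM in J/B, and *Kdm5d* 1.85 and 1.58 CPM against 8.07 and 8.31 CPM, without passing the threshold for all genes (log2 fold changes J/B against B/J of 2.53 and 2.20, adjusted p = 0.734 for each from edgeR, and 0.00292 and 0.0120 from DESeq2). A lower share of Y-bearing cells in B/J would lower Y-linked genes alike. The 6 Y-linked genes tested went apart, with log2 fold changes over a range of 3.77 in NPCs and 2.62 in ESCs. Besides *Eif2s3y* and *Kdm5d* they were in NPCs 0.67 for *Ddx3y*, 0.50 for *Uty*, -1.24 for *Uba1y* and -0.20 for *Zfy1*, and in ESCs 0.46, -0.070, 1.88 and 2.55 in the same order, *Uba1y* and *Zfy1* being named after their values were seen. With 2 libraries per cross at each stage, the smallest exact p is 0.333. In NPCs such a share is argued against as the whole cause of the lower *Eif2s3y* (standard error 0.542) and *Kdm5d* (0.499). The more abundant *Ddx3y* (0.307) and *Uty* (0.253) lay far below both, and *Uba1y* (0.781) and *Zfy1* (1.05) were below 0. In ESCs *Ddx3y* (0.306) and *Uty* (0.252) also lay far below *Eif2s3y* (2.37). There *Uba1y* and *Zfy1* lay near it, so such a share is not decided in ESCs. The Y chromosome is JF1 in B/J and B6 in J/B. Reads lost at JF1 bases of these genes, which the masking of JF1 SNP positions limits, and a difference in their expression stay open and were not tested.

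*Gapdh* is a reference gene of the paper's RT-qPCR at these stages, and *Rplp0* only of its microfluidic panel of tissues. *Gapdh* and *Rplp0* fell between ESCs and NPCs with log2 fold changes of -1.43 (adjusted p = 1.42e-04 from edgeR) and -1.62 (adjusted p = 1.03e-04 from edgeR). The choice of normalization is argued against as the whole cause, since the change closest to 0 of these genes with library totals or with scaling to *Gapdh*, *Gusb* and *Tbp* was -0.79. *Tbp* had a log2 fold change of -0.69, and of -0.22 with library totals and -0.45 with the libraries of number 1 alone, both no longer past the threshold, and *Gusb* of 0.23, and of 0.71 and newly past it with library totals, so that ratios to these genes depend on which of them are taken.

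Besides the lists above, markers of pluripotency fell (median log2 fold change -5.75; camera, adjusted p = 8.20e-07; all 12 lower). Those of neural precursors (2.17; adjusted p = 0.00264), neurons (3.36; adjusted p = 0.00552) and dorsal telencephalon (5.95; adjusted p = 0.00579) rose, and these calls held under fry. Medians were also above 0 for ventral telencephalon (2.53; adjusted p = 0.0918), mid- and hindbrain with spinal cord (3.21; adjusted p = 0.0517), mesoderm (1.88; adjusted p = 0.117), endoderm (3.12; adjusted p = 0.117) and glia (0.81; adjusted p = 0.801), which did not pass the threshold in camera, and the first 4 of these passed it under fry. For the interaction, camera called 6 lists and fry 0, with the smallest adjusted p of fry at 0.575.

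Of the other genes that the paper names, *Ctcf*, *Zfp57*, *Trim28*, *Dnmt3l*, *Ddc* and *Rpl30* were lower in NPCs, with log2 fold changes between -5.36 for *Dnmt3l* and -0.95 for *Ctcf*, and *Grb10*, *H19*, *Igf2*, *Dlk1*, *Meg3* and *Hoxa3* were higher, between 1.23 for *Grb10* and 7.70 for *Igf2* (edgeR, adjusted p at most 0.0327). *Hoxa10* did not pass the threshold (-1.74, adjusted p = 0.0621), but did without ESC B/J replicate 1 (-2.08) or NPC J/B replicate 1 (-2.65) and with the libraries of number 2 alone (-2.96), and *Kcnq1* had too few counts to be tested. *Meg3* (1.24) no longer passed it without ESC B/J replicate 1 (1.17), ESC B/J replicate 2 (1.33), NPC B/J replicate 2 (0.98) or NPC J/B replicate 2 (0.89), without a low-count filter (1.26) or with number 2 alone (1.02). *Grb10* did not with number 2 alone (1.29), and *Ctcf* (-0.31) did not with scaling to *Gapdh*, *Gusb* and *Tbp*. Among imprinted genes the largest rises by the fitted log2 fold change were those of *Kcnk9*, *Igf2* and *Slc22a3* (6.92), and the largest falls those of *Ddc* (-2.63), *Cobl* (-2.56) and *Adam23* (-1.51), the last no longer past the threshold with that scaling (-0.84). The naming rule, which goes by the fitted log2 fold change, gave as falls *Cdx1* (-9.52), *2310043M15Rik*, *Rbfaos* (-8.64), *6330410L21Rik* and *Tmprss11d*. Their order depends on the prior count, since *2310043M15Rik* had 0 counts in both J/B NPC libraries and 4 and 1 in B/J, and the last 2 genes had 1 and 2 counts over the NPC libraries against 329 and 347 over the ESC libraries. Of the genes that mark the sex of the lines, *Xist* did not change past the threshold (0.83, adjusted p = 0.363), except without ESC J/B replicate 1 (2.01) or with the libraries of number 2 alone (2.80, adjusted p = 0.00246), nor did *Eif2s3y* (-0.032, adjusted p = 0.941). *Kdm5d* (1.10), *Ddx3y* (-0.58) and *Uty* (-0.52) passed it. *Kdm5d* no longer did without ESC B/J replicate 2 (0.88), ESC J/B replicate 2 (1.06), NPC B/J replicate 1 (1.02), NPC J/B replicate 1 (1.10) or NPC J/B replicate 2 (1.09). *Ddx3y* no longer did without ESC B/J replicate 1 (-0.55), ESC B/J replicate 2 (-0.59), ESC J/B replicate 2 (-0.47), NPC B/J replicate 2 (-0.41) or NPC J/B replicate 1 (-0.46), and *Uty* without ESC B/J replicate 1 (-0.44), ESC J/B replicate 2 (-0.43), NPC B/J replicate 2 (-0.43) or NPC J/B replicate 1 (-0.46). With library totals *Ddx3y* (-0.10) and *Uty* (-0.042) fell short of the threshold, and with RLE factors (-0.56), the filter on mean CPM (-0.55) and a replicate block (-0.58) so did *Ddx3y*, as did *Uty* without a low-count filter (-0.50). *Kdm5d*, *Ddx3y* and *Uty* each fell short of it with the libraries of number 1 or number 2 alone and with a block within each stage, settings added after the data were seen. The directions of *Eif2s3y*, *Ddx3y* and *Uty* reversed with scaling to the housekeeping genes, and that of *Eif2s3y*, which was near 0, with other settings as well.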
